# Tyk2 is a tumor suppressor in colorectal cancer

**DOI:** 10.1080/2162402X.2022.2127271

**Published:** 2022-09-26

**Authors:** Stefan Moritsch, Bernadette Mödl, Irene Scharf, Lukas Janker, Daniela Zwolanek, Gerald Timelthaler, Emilio Casanova, Maria Sibilia, Thomas Mohr, Lukas Kenner, Dietmar Herndler-Brandstetter, Christopher Gerner, Mathias Müller, Birgit Strobl, Robert Eferl

**Keywords:** colitis-associated colorectal cancer, azoxymethane AOM, dextran sulfate salt DSS, indoleamine 2, 3-dioxygenase 1 Ido1, interferon gamma

## Abstract

Janus kinase Tyk2 is implicated in cancer immune surveillance, but its role in solid tumors is not well defined. We used Tyk2 knockout mice (Tyk2^Δ/Δ^) and mice with conditional deletion of Tyk2 in hematopoietic (Tyk2^ΔHem^) or intestinal epithelial cells (Tyk2^ΔIEC^) to assess their cell type-specific functions in chemically induced colorectal cancer. All Tyk2-deficient mouse models showed a higher tumor burden after AOM-DSS treatment compared to their corresponding wild-type controls (Tyk2^+/+^ and Tyk2^fl/fl^), demonstrating tumor-suppressive functions of Tyk2 in immune cells and epithelial cancer cells. However, specific deletion of Tyk2 in hematopoietic cells or in intestinal epithelial cells was insufficient to accelerate tumor progression, while deletion in both compartments promoted carcinoma formation. RNA-seq and proteomics revealed that tumors of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice were immunoedited in different ways with downregulated and upregulated IFNγ signatures, respectively. Accordingly, the IFNγ-regulated immune checkpoint Ido1 was downregulated in Tyk2^Δ/Δ^ and upregulated in Tyk2^ΔIEC^ tumors, although both showed reduced CD8^+^ T cell infiltration. These data suggest that Tyk2^Δ/Δ^ tumors are Ido1-independent and poorly immunoedited while Tyk2^ΔIEC^ tumors require Ido1 for immune evasion. Our study shows that Tyk2 prevents Ido1 expression in CRC cells and promotes CRC immune surveillance in the tumor stroma. Both of these Tyk2-dependent mechanisms must work together to prevent CRC progression.

## Introduction

Colorectal cancer (CRC) is the third leading cause of cancer-related death in males and females.^1^ Most patients develop sporadic CRC, but approximately 2% suffer from colitis-associated CRC. In particular, patients with inflammatory bowel diseases (IBD) such as ulcerative colitis (UC) or Crohn’s disease (CD) have a threefold increased risk of developing CRC.^2–5^ The genetic and epigenetic basis of CRC has been well studied, and accurate treatment options have reduced mortality of CRC patients over the past few decades.^1^ However, treatment of metastatic CRC is still challenging, and new therapies are needed.

The best-characterized oncogenic signaling pathways are the RAS mitogen-activated protein kinase (MAPK) and phosphatidylinositol-3-kinase (PI3K) AKT pathways.^6–9^ In recent years, the Janus kinase signal transducer and activator of transcription (Jak-Stat) signaling pathway is increasingly considered crucial for development of various cancer types.^10,11^ Jak-Stat signaling is activated by cytokines, and corresponding receptors are expressed in cancer cells and immune cells.^12,13^ Therefore, Jak-Stat signaling not only mediates cancer cell-intrinsic functions but also orchestrates immune responses in the tumor microenvironment.^14^ When cytokines bind to their cognate receptors, Jaks are activated and phosphorylate-specific tyrosine residues in the intracellular receptor domains. This creates docking sites for Stat proteins that bind to the receptor and are tyrosine-phosphorylated by Jaks. The activated Stats dimerize, translocate to the nucleus, and regulate transcription of target genes involved in cell proliferation, apoptosis, cell differentiation and immunological processes.^15^ The Jak-Stat families consist of four Jaks (Jak1, Jak2, Jak3, Tyk2) and seven Stats (Stat1, Stat2, Stat3, Stat4, Stat5a, Stat5b, Stat6).

Interferons (IFNs) activate Stat1 and Stat2 via Jak1, Jak2 and Tyk2, while members of the IL-6 family activate Stat3 via gp130-associated Jak1, Jak2 and to some extend Tyk2.^15,16^ In addition, Tyk2 is activated by type I IFNs, IL-10 and IL-12 cytokine families but not by IFNγ. Although Tyk2 can activate all Stat proteins, it cannot transmit cytokine signals itself but requires Jak1 or Jak2 as a partner.^16–18^

Jak-Stat signaling plays a dual role in carcinogenesis. Chromosomal Jak translocations leading to constitutive activation of multiple oncogenic signaling pathways have been identified in hematological malignancies.^19,20^ In addition, activating mutations in Jak2 and Stat3 have been found in leukemias and solid cancers.^21^ In contrast, Stat1 is considered a tumor suppressor as it regulates expression of pro-apoptotic and anti-proliferative genes as well as molecules of the antigen presentation machinery, which increases tumor immunogenicity.^22–24^ A dual role of Jak-Stat signaling has also been observed in CRC. An oncogenic function of epithelial IL-6-Stat3 signaling was identified in the azoxymethane–dextran sulfate salt (AOM-DSS) mouse model of colitis-associated CRC.^25^ In the sporadic Apc^Min^ CRC model, Stat3 had a tumor-suppressive function in cancer cells and prevented epithelial-to-mesenchymal transition (EMT) and invasiveness.^26^ Similarly, a tumor-suppressive function of epithelial Stat1 was found in the AOM-DSS CRC model, but only in male mice.^27^ In Apc^Min^ mice, epithelial Stat1 had an oncogenic function and promoted the formation of Ido1-expressing cancer cells that mediated immune escape.^28^

The role of Tyk2 in carcinogenesis is not well defined. Oncogenic Tyk2 mutations have been found in leukemias,^29–34^ and several cancer types such as squamous cell carcinoma and prostate cancer exhibit Tyk2 activation.^35–37^ However, loss-of-function (LOF) mutations have also been described in breast, gastric and colon cancer.^38^ In this study, we examined tumor cell-intrinsic and extrinsic functions of Tyk2 in CRC. Our data revealed tumor-suppressive functions of Tyk2 in cancer cells as well as immune cells of the tumor microenvironment.

## Results

### Tyk2 deficiency promotes CRC formation

We used Tyk2^Δ/Δ^ mice with a Tyk2 germline deletion, Tyk2^ΔIEC^ mice (Tyk2^fl/fl^ Villin-cre) with specific deletion of Tyk2 in the intestinal epithelium and Tyk2^ΔHem^ mice (Tyk2^fl/fl^ Vav-cre) with specific deletion of Tyk2 in hematopoietic cells to study cancer cell-intrinsic and extrinsic functions of Tyk2 in CRC. We confirmed tissue-specific deletion of Tyk2 in these mouse strains by PCR analysis of DNA isolated from different organs and IECs (Supplementary Figure 1a). Tyk2 was completely deleted from the IECs of Tyk2^ΔIEC^ mice. Weak deletion was observed in the kidney, which is consistent with published results.^26^ Tyk2 was also completely deleted in the spleen of Tyk2^ΔHem^ mice, which consists mainly of hematopoietic cells, and partially deleted in other organs, most likely due to the presence of immune cells. As expected, deletion was complete in all organs of Tyk2^Δ/Δ^ mice. Different staining protocols were employed in Tyk2^ΔIEC^ and Tyk2^Δ/Δ^ mice to investigate whether epithelial or complete deletion of Tyk2 affects expression of Stat1 and Stat3 proteins as well as colonic homeostasis. Immunohistochemistry (IHC) showed unaltered numbers of Stat1^+^ colonic epithelial cells and lamina propria cells in Tyk2^ΔIEC^ and Tyk2^Δ/Δ^ mice (Supplementary Figure 1b,c). Stat3^+^ colonic epithelial cells and lamina propria cells were increased in Tyk2^Δ/Δ^ but not in Tyk2^ΔIEC^ mice (Supplementary Figure 1d,e). No marked activation of Stat1 and Stat3 could be observed in both cell compartments (Supplementary Figure 1b-e). Proliferating cells in the crypts and enteroendocrine cells were unchanged (Supplementary Figure 1f, g), while the number of goblet cells was slightly increased in Tyk2^Δ/Δ^ mice (Supplementary Figure 1f). These data show that specific deletion of Tyk2 in IECs has no effect on Stat1 and Stat3 expression and activation and does not affect secretory cell differentiation and crypt proliferation in the colon. However, complete deletion of Tyk2 increased Stat3 expression and promoted goblet cell differentiation to some extent.

To investigate the role of Tyk2 in the development of CRC, we applied the AOM – DSS protocol for colitis-associated CRC to Tyk2^ΔIEC^, Tyk2^ΔHem^ and Tyk2^Δ/Δ^ mice. Macroscopic and histologic analysis of formalin-fixed colon tissues (Figure 1a) revealed increased tumor burden in all three Tyk2-deficient mouse strains (Figure 1d, h, l). Tyk2^ΔIEC^ mice developed larger tumors, whereas tumor multiplicity was unchanged (Figure 1f, g). In contrast, Tyk2^ΔHem^ mice developed more tumors, but the size was unchanged (Figure 1j, k). In Tyk2^Δ/Δ^ mice, both multiplicity and size were increased (Figure 1b, c). Furthermore, tumor progression was analyzed according to several histopathologic criteria (Supplementary Figure 2a). Increased numbers of high-grade adenomas and carcinomas were found in Tyk2^Δ/Δ^ mice but not in Tyk2^ΔIEC^ or Tyk2^ΔHem^ mice (Figure 1e,i,m). To investigate whether deletion of Tyk2 in epithelial cells has an impact on the severity of chronic colitis, we monitored the body weights of Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice during the course of AOM-DSS treatment. We found a trend of increased weight loss in Tyk2^ΔIEC^ mice after the first cycle of DSS, while weight loss decreased after the second cycle, indicating that there is no difference in overall colitis severity (Supplementary Figure 2b). These data demonstrate that Tyk2 is a tumor suppressor in both cancer cell and immune cell compartments of CRC. Combined Tyk2 deletion in cancer cells and cells of the tumor stroma promotes CRC progression to invasive carcinomas.

**Figure 1.**
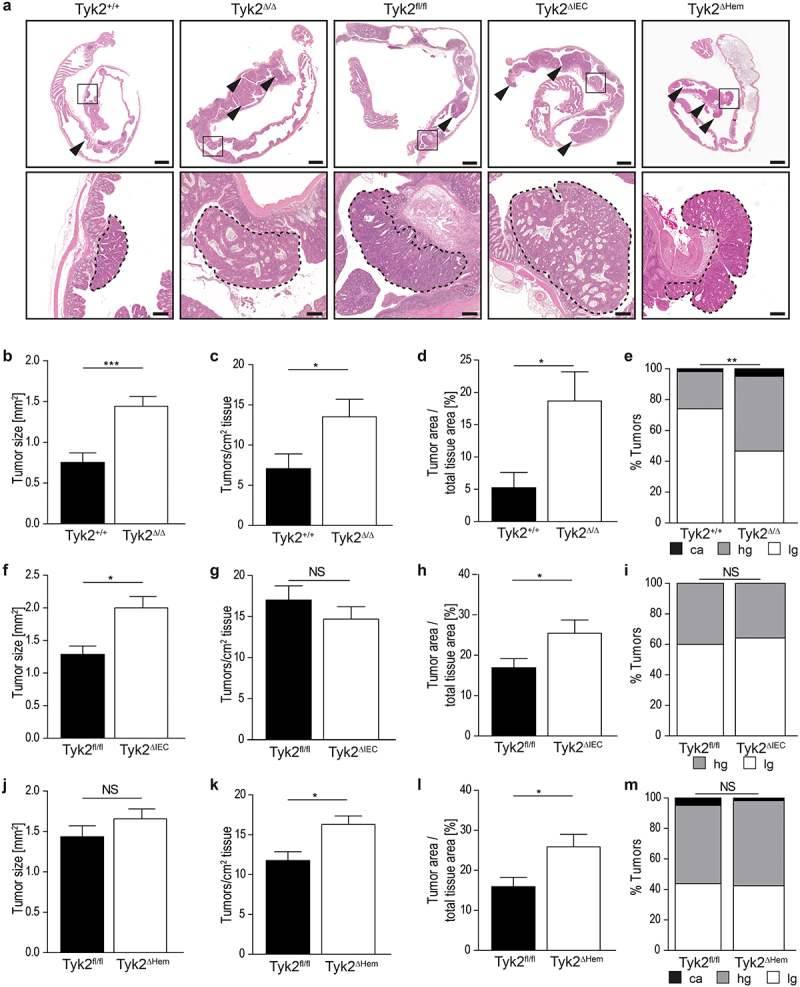
Increased colonic tumor burden in AOM-DSS-treated Tyk2^Δ/Δ^, Tyk2^ΔIEC^ and Tyk2^ΔHem^ mice. (a) H/E-stained colons from Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^, Tyk2^ΔIEC^ and Tyk2^ΔHem^ mice demonstrating the increased number of colonic tumors (arrowheads) after AOM-DSS treatment in Tyk2-deficient mice. Scale bars indicate 2000 µm in the overview and 200 µm in the zoomed in portion. (b–e) Evaluation of tumor parameters and tumor grading in AOM-DSS treated Tyk2^Δ/Δ^ mice. Quantification of tumor size (*n* ≥ 54 tumors per genotype) (b), tumor multiplicity (*n* ≥ 7 mice per genotype) (c) and tumor load (*n* ≥ 7 mice per genotype) (d) in Tyk2^Δ/Δ^ compared to littermate controls. Tumor grading of colonic tumors in AOM-DSS treated Tyk2^Δ/Δ^ (*n* ≥ 54 tumors per genotype) (e). (f-i) Evaluation of tumor parameters and tumor grading in AOM-DSS treated Tyk2^ΔIEC^ mice. Quantification of tumor size (*n* ≥ 278 tumors per genotype) (f), tumor multiplicity (*n* ≥ 18 mice per genotype) (g) and tumor load (*n* ≥ 18 mice per genotype) (h) in Tyk2^ΔIEC^ compared to littermate controls. Tumor grading of colonic tumors in AOM-DSS treated Tyk2^ΔIEC^ (*n* ≥ 278 tumors per genotype) (i). (j–m) Evaluation of tumor parameters and tumor grading in AOM-DSS treated Tyk2^ΔHem^ mice. Quantification of tumor size (*n* ≥ 84 tumors per genotype) (j), tumor multiplicity (*n* ≥ 8 mice per genotype) (k) and tumor load (*n* ≥ 8 mice per genotype) (l) in Tyk2^ΔHem^ compared to littermate controls. Tumor grading of colonic tumors in AOM-DSS-treated Tyk2^ΔHem^ (*n* ≥ 84 tumors per genotype) (m). Graphs depicting the tumor size (b, f, j) are based on data from individual tumors. Tumor load (d, h, i) was calculated as tumor area per total tissue area in %. ca: carcinoma, hg: high grad adenoma, lg: low grade adenoma. Bars represent mean ± SEM. Statistical tests: Mann–Whitney test for tumor size, unpaired *t*-test for tumor multiplicity and tumor load, X^2^-test for tumor grading. NS: not significant, *p < .05, **p < .01, ***p < .001.

### Differential interferon signatures in Tyk2^ΔIEC^ and Tyk2^Δ/Δ^ tumors

Our data indicate additive tumor-suppressive functions of Tyk2 in epithelial cancer cells and stromal cells. 

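Colorectal tumors of mice lacking Tyk2 in all cells (Tyk2Δ/Δ) and of Tyk2+/+ mice were sequenced after azoxymethane, a mutagen given once, and repeated courses of dextran sulfate sodium in the drinking water, which inflames the colon. The data held 3 libraries per genotype. RNA was selected by its poly(A) tail, converted into strand-specific libraries and read from one end. The authors aligned the reads to the mouse genome (GRCm38 in the submitters' processing notes) with STAR 2.6.1a, which counted the reads on each gene of Gencode release 23. The values are these raw counts for 55421 genes, neither filtered nor normalized. Counts assigned to genes totalled 19789347 to 21318077 per Tyk2+/+ library and 19922606 to 21707373 per Tyk2Δ/Δ library. Low-count genes were removed with edgeR's filterByExpr, which left 16179 genes. The counts were scaled by the trimmed mean of M values (TMM), and genotypes were compared with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. A gene is called changed at an adjusted p under 0.05 and a change of more than 2-fold, and a list of genes was tested against all other genes with camera at a preset correlation between genes of 0.01. The legend of Figure 2 speaks of pooled tumor samples. It does not tell whether each pool came from a separate mouse, and if some did not, the p-values measure only the spread between these libraries.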

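The second experiment compared tumors of mice lacking Tyk2 in intestinal epithelial cells alone (Tyk2 ΔIEC, 4 libraries) with tumors of Tyk2 fl/fl mice, which carry the floxed but intact gene (7 libraries). Counts assigned to genes totalled 19129696 to 20334948 per Tyk2 ΔIEC library and 29777763 to 35427965 per Tyk2 fl/fl library, so the control libraries were sequenced deeper. The filter kept 17668 genes. Xist, transcribed from the inactive X chromosome, had 40656 to 45446 counts in Tyk2 fl/fl replicates 1 to 3 and at most 106 in every other library of either experiment. The 2 experiments do not share controls. Their changes were set against each other in 1 fit over all 17 libraries, which tests for each of 17252 genes whether the change from Tyk2+/+ to Tyk2Δ/Δ differs from the change from Tyk2 fl/fl to Tyk2 ΔIEC.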

To elucidate these functions, we performed RNA-seq analysis with tumor RNA from Tyk2^ΔIEC^ and Tyk2^Δ/Δ^ mice. 

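On the 500 most variable genes (log2 CPM, counts scaled to a fixed library total, with a prior count of 2), the first principal component held 60.6% of the variance of the Tyk2Δ/Δ and Tyk2+/+ libraries and the second 18.5%. The 3 Tyk2+/+ libraries lay between -21.9 and -15.8 on the first component and the 3 Tyk2Δ/Δ libraries between 14.4 and 25.2. For Tyk2 ΔIEC and Tyk2 fl/fl libraries the first component held 31.5% and the second 22.6%. The 7 Tyk2 fl/fl libraries lay between -19.3 and -4.73 on the first component and the 4 Tyk2 ΔIEC libraries between 4.76 and 29.6. Tyk2 ΔIEC replicate 1 was the lowest of its group on the first component and lay at -33.7 on the second, where the other 3 lay between -6.95 and 8.67.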

Principal component analyses of RNA-seq data showed that tumors from Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice differed from their Tyk2^fl/fl^ and Tyk2^+/+^ littermate controls (Figure 2a,b). We found 288 genes in Tyk2^Δ/Δ^ tumors and 399 genes in Tyk2^ΔIEC^ tumors that were differentially expressed at least twofold when compared to corresponding controls (Supplementary Tables 1–4). 

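In Tyk2Δ/Δ tumors the genes of interferon response and antigen presentation fell, and with them markers of cytotoxic lymphocytes and of smooth muscle. Of 16179 genes tested, 15 were higher and 195 lower than in Tyk2+/+ tumors (453 passed the adjusted p alone). Values of the 2 genotypes did not overlap for any of the 210. Chance gives this for 10% of unselected genes, a rate that does not apply to genes selected for a difference. Of 8 CD8 T cell and NK cell markers 7 were lower and none higher (7 when adjusted over the list alone), with a median log2 fold change of -1.89 (adjusted p = 3.12e-10 from camera, and adjusted p = 0.123 with an estimated correlation). Cd8a, the CD8 co-receptor, changed by -3.35 (standard error 0.55, adjusted p = 0.0231 from edgeR), but without Tyk2+/+ replicate 3 its adjusted p was 0.0611, without Tyk2Δ/Δ replicate 1 0.0781 and without Tyk2Δ/Δ replicate 2 0.105. Of 14 smooth muscle markers, 10 were lower and none higher (12 lower when adjusted over the list alone; median -1.22, adjusted p = 8.56e-15 from camera, and adjusted p = 0.286 with an estimated correlation). The number of changed genes was 107 without Tyk2+/+ replicate 3 and 96 without Tyk2Δ/Δ replicate 2. With a smooth muscle score as covariate, a setting chosen after the data had been seen, edgeR called 0 genes (503 at an unadjusted p under 0.05). The score does not overlap between the genotypes and the fit leaves 3 residual degrees of freedom. This fit therefore cannot separate muscle content from an effect of the deletion.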

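Tyk2 ΔIEC tumors had higher interferon and circadian clock transcripts than Tyk2 fl/fl tumors. At an estimated correlation camera called the clock list (adjusted p = 0.0145) but not the type I interferon and interferon γ lists (0.232 and 0.336). These 2 interferon lists were also higher in Tyk2+/+ than in Tyk2 fl/fl tumors (medians 0.81 and 1.06), which both have Tyk2. Of 17668 genes tested, 262 were higher and 289 lower (3515 passed the adjusted p alone). Values did not overlap for 388 of these 551 genes. The chance rate of 0.606% holds for unselected genes and is no measure for these, which were selected for a difference. Of the higher genes, 150 are protein coding. Of the lower genes, 71 are protein coding and 182 are pseudogenes, 180 of them processed. Of 16 circadian clock genes, 7 were higher and none lower (10 higher when adjusted over the list alone), among them Per2 at 1.34 (standard error 0.13, adjusted p = 0.000199 from edgeR) and Tef at 1.11 (standard error 0.10, adjusted p = 9.69e-05 from the same test). Of 13 fibroblast markers 8 were lower and none higher (8 when adjusted over the list alone; median -0.63, adjusted p = 0.308 from camera with an estimated correlation). Their median was also lower in Tyk2+/+ than in Tyk2 fl/fl tumors (-0.58, 4 lower), and was 0.04 between Tyk2 ΔIEC and Tyk2+/+ tumors. Of 13 squamous markers 4 were higher and 1 lower (5 and 1; adjusted p = 0.339 from camera with an estimated correlation), and their mean log2 CPM in Tyk2 ΔIEC replicates 1 (1.62) and 4 (2.60) lay within the range of the Tyk2 fl/fl libraries (0.98 to 2.69). Krt4, a keratin of stratified epithelium, changed by 2.12 and the collagen gene Col1a1 by -0.64. Myo18b, a muscle myosin, had 147 to 198 counts in Tyk2 ΔIEC libraries and 5 to 17 in Tyk2 fl/fl libraries, a log2 fold change of 4.96. Processed pseudogenes were also lower in Tyk2+/+ than in Tyk2 fl/fl tumors (91 called). With a stricter low-count filter 307 genes were changed.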

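Tyk2 mRNA did not differ detectably by genotype in either comparison. TMM-normalized Tyk2 was 56.3 ± 1.03 CPM (SD, n = 3) in Tyk2+/+ and 58.2 ± 0.620 (SD, n = 3) in Tyk2Δ/Δ tumors, a log2 fold change of 0.05 (standard error 0.05, adjusted p = 0.645 from edgeR). In the epithelial deletion it was 50.0 ± 3.91 CPM (SD, n = 7) in Tyk2 fl/fl and 53.6 ± 1.96 (SD, n = 4) in Tyk2 ΔIEC tumors, a log2 fold change of 0.10 (standard error 0.07, adjusted p = 0.321 from the same test).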

Surprisingly, Tyk2 was not among the top hits of differentially expressed genes. 

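Tyk2 (ENSMUSG00000032175) lies on the minus strand of chromosome 9 of GRCm38, from 21104068 to 21131243. In the GENCODE release 21 annotation its start codon occupies 21127329 to 21127331. It falls in an exon of 220 bp, from 21127124 to 21127343, that is exon 3 of 25 in 2 protein-coding transcripts and exon 3 of 5 in another. In the remaining one, which starts at 21127346, the same start codon lies in exon 1 of 23. All annotated Tyk2 exons together span 6865 bp.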

The floxed sequence in the targeted Tyk2 allele includes exon 3, which contains the start codon for Tyk2 protein translation. We reasoned Tyk2 deletion still results in RNA transcripts that do not yield protein but generate signals during RNA-seq analysis. Therefore, we analyzed the RNA-seq data with the Integrated Genome Viewer software (Supplementary Figure 3a). This analysis revealed a significant number of aligned reads in Tyk2 genomic regions of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. However, exon 3 reads were completely absent in Tyk2^Δ/Δ^ tumors and most Tyk2^ΔIEC^ tumors. 

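All libraries held Tyk2 counts. Their number was 1177 to 1257 in the Tyk2Δ/Δ and 1092 to 1199 in the Tyk2+/+ libraries, and 1020 to 1113 in the Tyk2 ΔIEC and 1359 to 1943 in the deeper Tyk2 fl/fl libraries. These are sums over the whole gene. Reads on exon 3 and on the other exons cannot be told apart in them.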

Quantitative PCR (qPCR) analysis for Tyk2 mRNA expression using primers in exon 3 confirmed these data and showed absent and greatly reduced expression in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors, respectively (Supplementary Figure 3b).

**Figure 2.**
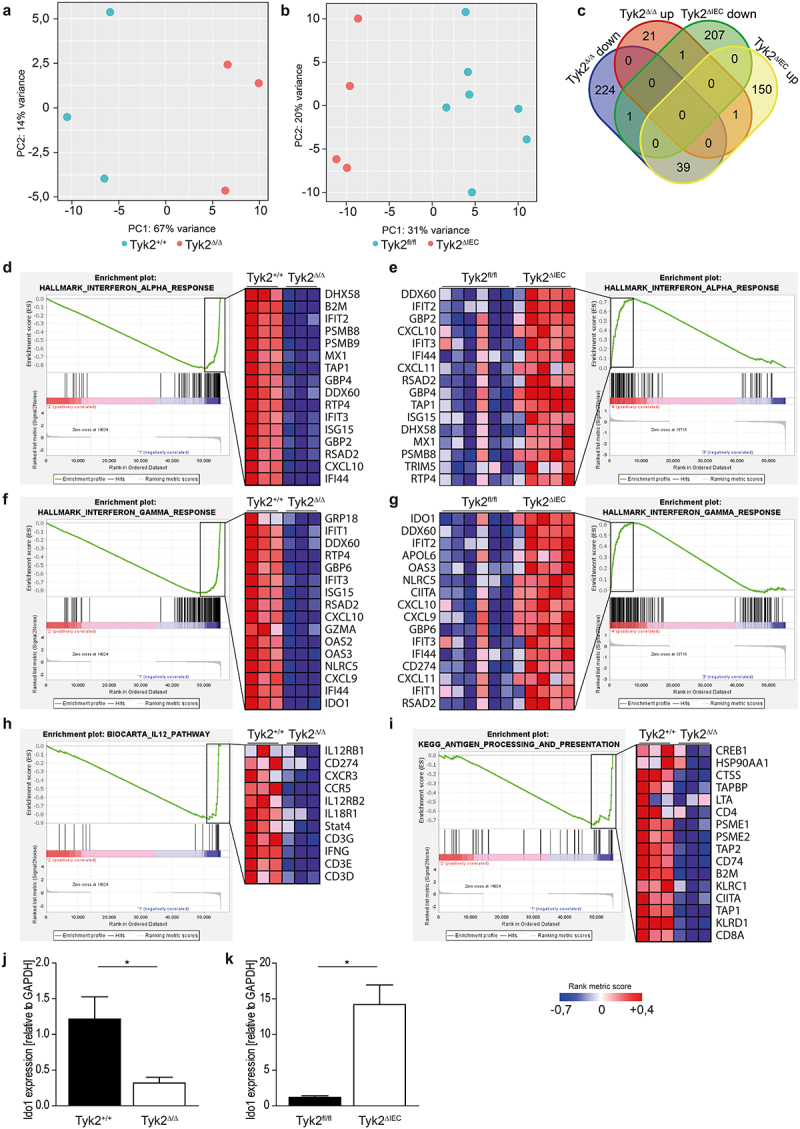
Opposing effects of epithelial and stromal Tyk2 deficiencies on IFNγ signaling. (a, b) Principal component analysis of AOM-DSS induced tumors in Tyk2^+/+^, Tyk2^Δ/Δ^ (a)Tyk2^fl/fl^ and Tyk2^ΔIEC^ (b), mice showing that tumors from Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice are distinctly different from their respective controls. (c) Venn diagram of differentially expressed genes in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors depicting an overlap of 39 genes between downregulated genes in AOM-DSS induced tumors of Tyk2^Δ/Δ^ mice and downregulated genes of tumors of Tyk2^ΔIEC^ mice. (d–i) Gene set enrichment analysis of the “Interferon Alpha Response” (d, e), “Interferon Gamma Response” (f, g), “IL12 pathway” (h) and “Antigen Processing and Presentation” (i) gene sets in Tyk2^Δ/Δ^ (d, f, h, i) and Tyk2^ΔIEC^ (e, g) tumors showing the leading edge of the enriched genes. (j, k) qPCR analysis of Ido1 expression in Tyk2^Δ^ (j) and Tyk2^ΔIEC^ (k) tumors compared to Tyk2^+/+^ and Tyk2^fl/fl^ respectively. Tyk2^+/+^ and Tyk2^Δ/Δ^: *n* = 3 pooled tumor samples per genotype, Tyk2^fl/fl^ and Tyk2^ΔIEC^: *n* ≥ 4 pooled tumor samples per genotype. Bars represent mean ± SEM. Statistical test: unpaired *t*-test. *p < .05.

Since tumor burden was increased in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice, we expected similar sets of differentially expressed genes in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. However, little overlap was observed with Ccl7 as the only commonly downregulated and Pkd1l1 as the only commonly upregulated gene (Figure 2c, Supplementary Figure 3c–e). 

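Ccl7 encodes a chemokine that attracts monocytes. It changed by -1.24 (standard error 0.17, adjusted p = 0.0116 from edgeR) in Tyk2Δ/Δ tumors and by -1.18 (standard error 0.28, adjusted p = 0.0140 from the same test) in Tyk2 ΔIEC tumors. Without Tyk2Δ/Δ replicate 2 the first change was -1.18 (adjusted p = 0.0621). In 1 fit over all 17 libraries it was -1.23 (adjusted p = 0.0563). With Tyk2 fl/fl replicates 5 to 7 as the only controls, a setting chosen after the data had been seen, Ccl7 was not among the genes lower in both. Rgs1, a regulator of G protein signalling in lymphocytes, was also lower in both, by -1.57 and -1.15. Among the 16121 genes tested in both comparisons these 2 were the shared lower genes, where 1.75 would be shared by chance (one-sided exact hypergeometric p = 0.525 across genes, which are not independent). Pkd1l1, a polycystin family gene, changed by 1.75 (standard error 0.55, adjusted p = 0.0400 from edgeR) in Tyk2 ΔIEC tumors, with an adjusted p above 0.05 when any single library other than Tyk2 ΔIEC replicate 2 or Tyk2 fl/fl replicate 6 was left out. In the germline experiment it had 9 to 17 counts per Tyk2Δ/Δ library and 1 to 3 per Tyk2+/+ library, too few for the low-count filter. One gene was higher in both, Gm42427 (3.21 and 2.45), against 0.173 by chance (one-sided exact hypergeometric p = 0.160). Rgs1 was no longer called in Tyk2Δ/Δ tumors without Tyk2+/+ replicate 1 or 3 or Tyk2Δ/Δ replicate 1 or 2 (adjusted p = 0.0512 to 0.0995), nor in Tyk2 ΔIEC tumors without Tyk2 ΔIEC replicate 2, 3 or 4 or Tyk2 fl/fl replicate 2, 4, 5, 6 or 7 (0.0535 to 0.135). Gm42427 was no longer called in Tyk2Δ/Δ tumors without any single Tyk2+/+ library or without Tyk2Δ/Δ replicate 1 or 2 (adjusted p = 0.0542 to 0.159). Rgs1 and Gm42427 were picked out after their values were seen.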

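Pde11a encodes a phosphodiesterase that degrades cAMP and cGMP. Its log2 fold change in Tyk2Δ/Δ tumors was 1.53 (standard error 0.24, adjusted p = 0.0209 from edgeR), from 0.783 ± 0.169 to 2.27 ± 0.137 CPM (SD, n = 3 each). Without Tyk2+/+ replicate 3 or any single Tyk2Δ/Δ library its adjusted p lay between 0.0505 and 0.0883, and it did not pass in 1 fit over all 17 libraries (0.0906) or with the replicate number as block (0.0621). In Tyk2 ΔIEC tumors the change was -1.05 (standard error 0.38, adjusted p = 0.0713 from the same test), from 2.70 ± 1.07 (SD, n = 7) to 1.30 ± 0.646 CPM (SD, n = 4), which did not pass the test. It passed with DESeq2's Wald test (-1.06, adjusted p = 0.0294), in 1 fit over all libraries (0.0325), without Tyk2 ΔIEC replicate 1 (0.0460) and without Tyk2 fl/fl replicate 5 (0.0460). The 2 changes differed by 2.58 (adjusted p = 0.0114 for the difference, from edgeR).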

Pde11a was upregulated in Tyk2^Δ/Δ^ and downregulated in Tyk2^ΔIEC^ tumors. Thirty-nine genes were downregulated in Tyk2^Δ/Δ^ and upregulated in Tyk2^ΔIEC^ tumors. Most of these genes respond to interferon (IFN) signaling. They include members of the antigen processing and presentation machinery (Tap1), several type I interferon-stimulated genes (Ifit1-3, Ifi44, Oas3), H-2 major histocompatibility complex class I antigens (H2-Q5/Q7/Q9/T10), the immune checkpoint PD-L1 as well as genes involved in metabolic processes (Apol6, Apol9, Apol10, Ido1) (Supplementary Figure 3c-e). 

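Of the 16121 genes tested in both comparisons, 40 were lower in Tyk2Δ/Δ and higher in Tyk2 ΔIEC tumors, where 2.55 would be shared by chance (one-sided exact hypergeometric p = 1.17e-36 across genes, which are not independent). Their log2 fold changes ran from -7.43 to -1.27 in Tyk2Δ/Δ tumors and from 1.00 to 2.98 in Tyk2 ΔIEC tumors, with medians of -2.60 and 1.34. The change differed between the experiments for each of the 40 at an adjusted p under 0.05 in edgeR. The 40 were chosen for opposite changes, so this adds no evidence. No gene was higher in Tyk2Δ/Δ and lower in Tyk2 ΔIEC tumors (edgeR; 7 at an unadjusted p under 0.05, 1 with DESeq2, Pde11a, and 0 with limma voom). When the test was made against a 1.5-fold change in both experiments, 1 of the 40 remained, Ifit2.

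**Figure D1:**
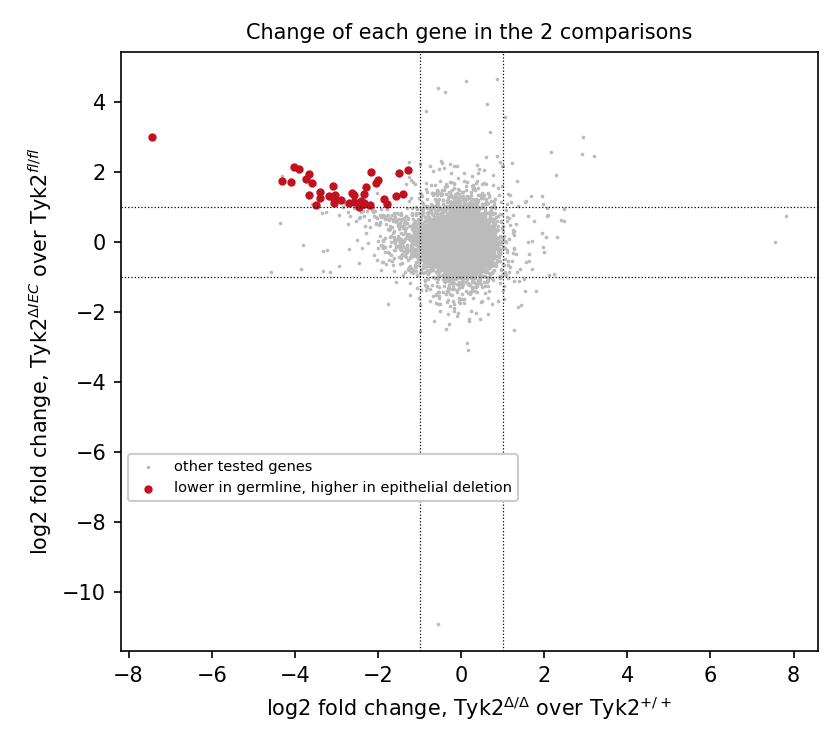
Log2 fold change of each gene tested in both comparisons, in Tyk2Δ/Δ against Tyk2+/+ tumors (x axis) and in Tyk2 ΔIEC against Tyk2 fl/fl tumors (y axis). The 40 genes lower in the germline and higher in the epithelial deletion are red, and dotted lines mark 2-fold changes. The lowest point, at -10.90 on the y axis, is Xist.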

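Of these 40 genes, 25 stand in the lists of type I interferon, interferon γ and MHC class I and II genes. Nlrc5 and Ciita, the transactivators of MHC class I and class II genes, are among them. Nlrc5 changed by -3.38 (standard error 0.21, adjusted p = 0.000846 from edgeR) in Tyk2Δ/Δ tumors and by 1.41 (standard error 0.35, adjusted p = 0.0167 from the same test) in Tyk2 ΔIEC tumors, and Ciita by -1.86 and 1.22. Without Tyk2 ΔIEC replicate 2 neither passed in Tyk2 ΔIEC tumors (adjusted p = 0.0656 for Nlrc5 and 0.0578 for Ciita).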

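Tap1 carries peptides into the endoplasmic reticulum for loading on MHC class I. It changed by -2.37 (standard error 0.17, adjusted p = 0.000846 from edgeR) in Tyk2Δ/Δ and by 1.07 (standard error 0.24, adjusted p = 0.0109 from the same test) in Tyk2 ΔIEC tumors. Ifit2, which inhibits translation of viral RNA, changed by -2.05 (standard error 0.25, adjusted p = 0.00754 from the same test) and 1.68 (standard error 0.21, adjusted p = 0.000799 from the same test). The other type I interferon-stimulated genes that the paper names were lower in Tyk2Δ/Δ and higher in Tyk2 ΔIEC tumors. Changes were -2.34 and 1.08 for Ifit1, -2.41 and 1.16 for Ifit3, -3.48 and 1.04 for Ifi44, and -3.03 and 1.35 for Oas3. Ifit3 in Tyk2Δ/Δ tumors had an adjusted p of 0.0533 without Tyk2Δ/Δ replicate 2. H2-Q7 changed by -4.30 and 1.75, H2-Q5 by -3.66 and 1.93, and H2-T10 by -2.34 and 1.11. Without Tyk2 ΔIEC replicate 2 these 3 did not pass in Tyk2 ΔIEC tumors, with adjusted p values of 0.0600 for H2-Q5, 0.0662 for H2-Q7 and 0.0762 for H2-T10.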

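PD-L1 (Cd274) changed by -1.79 (standard error 0.29, adjusted p = 0.0223 from edgeR) in Tyk2Δ/Δ and by 1.08 (standard error 0.19, adjusted p = 0.00339 from the same test) in Tyk2 ΔIEC tumors. With any 1 of the 3 Tyk2Δ/Δ libraries left out its adjusted p in that comparison was 0.0514 to 0.104. Apolipoproteins L form a family of interferon-inducible lipid-binding proteins. The 4 measured members that the paper names were lower in Tyk2Δ/Δ and higher in Tyk2 ΔIEC tumors, with -1.57 and 1.30 for Apol6, -3.17 and 1.31 for Apol9a, -2.70 and 1.10 for Apol9b, and -2.62 and 1.40 for Apol10b. Apol6 did not pass without Tyk2Δ/Δ replicate 2 (adjusted p = 0.0653) or without Tyk2 ΔIEC replicate 1 (0.0565). Apol9b did not pass without Tyk2+/+ replicate 3 (0.0897), Tyk2Δ/Δ replicates 2 (0.116) or 3 (0.0715), or Tyk2 ΔIEC replicates 1 (0.0568) or 4 (0.0609).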

Using the Gene Set Enrichment Analysis tool of the Broad Institute,^39,40^ we found that gene sets correlating with IFNα and IFNγ responses were negatively enriched in Tyk2^Δ/Δ^ tumors and positively enriched in Tyk2^ΔIEC^ tumors (Figure 2d-g). 

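Both interferon responses were lower as a whole in Tyk2Δ/Δ tumors and higher in Tyk2 ΔIEC tumors. Of 43 type I interferon-stimulated genes, 37 were lower in Tyk2Δ/Δ tumors and none higher (all 43 lower when adjusted over the list alone), with a median log2 fold change of -1.54 (adjusted p = 6.04e-99 from camera, and adjusted p = 0.133 with an estimated correlation). Of the same genes 29 were higher and 1 lower in Tyk2 ΔIEC tumors (33 and 1), with a median of 0.57 (adjusted p = 1.03e-17 from camera, and adjusted p = 0.232 with an estimated correlation). Of 41 interferon γ-induced genes, 36 were lower in Tyk2Δ/Δ tumors and none higher (41 lower when adjusted over the list alone), with a median of -1.86 (adjusted p = 1.56e-120 from camera, and adjusted p = 0.123 with an estimated correlation). With the epithelial deletion 28 of 42 were higher and none lower (29), with a median of 0.78 (adjusted p = 3.97e-13 from camera, and adjusted p = 0.336 with an estimated correlation). The lists were drawn up with the paper's tables of these data in view. Without the genes of those tables, a choice that takes out changed members, the medians were -0.52 (14 genes) for type I and -0.66 (8 genes) for interferon γ in Tyk2Δ/Δ tumors and 0.55 (37) and 0.51 (29) in Tyk2 ΔIEC tumors. fgsea, which ranks all genes and ignores the correlation between them, gave normalized enrichment scores of -3.21 and -3.24 in Tyk2Δ/Δ and 2.90 and 2.79 in Tyk2 ΔIEC tumors. The preset correlation called 28 of 41 lists in Tyk2Δ/Δ and 9 in Tyk2 ΔIEC tumors, and with an estimated correlation only the circadian clock list in Tyk2 ΔIEC tumors held. With all libraries normalized together, mean log2 CPM of the interferon γ list was 4.56 to 4.79 in Tyk2 ΔIEC and 3.35 to 4.42 in Tyk2 fl/fl tumors, and 4.73 to 5.34 in Tyk2+/+ tumors, which also have Tyk2.

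**Figure D2:**
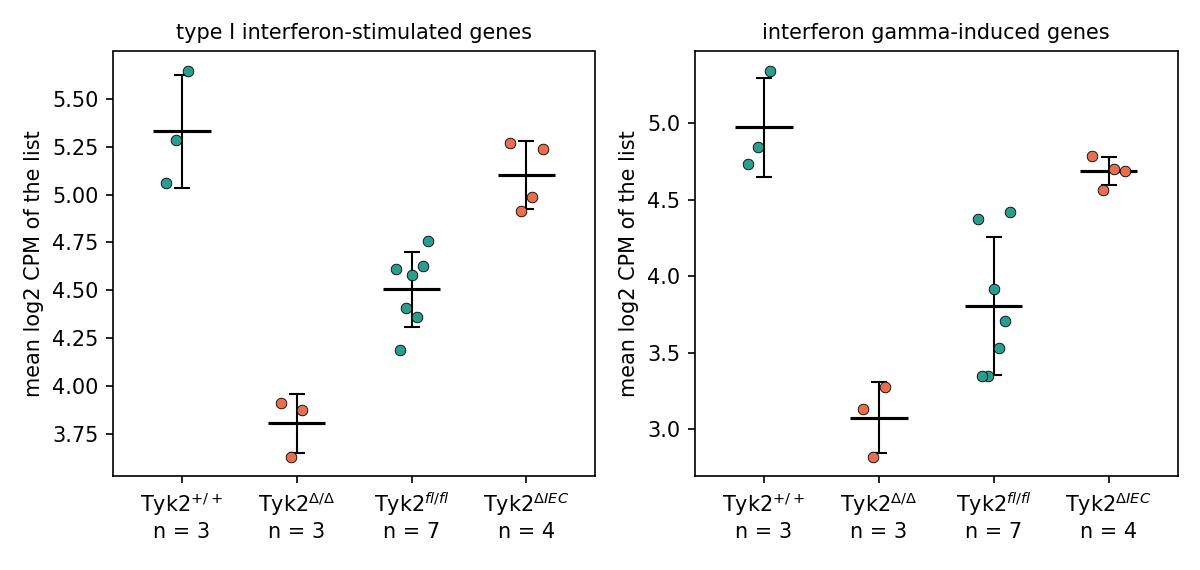
Mean log2 CPM of the type I interferon-stimulated genes (left) and of the interferon γ-induced genes (right) in each library (points), all 17 libraries normalized together. Horizontal lines are means and error bars SD (n = 3, 3, 7 and 4). The Tyk2Δ/Δ libraries are the lowest, between 2.82 and 3.28 for interferon γ, and in both panels the Tyk2 ΔIEC libraries lie above every Tyk2 fl/fl library and overlap the range of the Tyk2+/+ libraries.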

IFNγ production is mainly regulated by IL12. Consequently, the gene set for IL12 signaling containing IFNγ was also negatively enriched in Tyk2^Δ/Δ^ tumors (Figure 2h) but not in Tyk2^ΔIEC^ tumors (Supplementary Tables 3 and 4). Similarly, the IFNγ-dependent gene signature for antigen processing and presentation was negatively enriched in Tyk2^Δ/Δ^ tumors (Figure 2i) but not in Tyk2^ΔIEC^ tumors (Supplementary Tables 3 and 4). 

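IL12, through its receptor on T cells and NK cells, signals by Tyk2 and Jak2 to induce IFNγ. A list of IL12, IL18, Th1 and T cell receptor genes was lower in Tyk2Δ/Δ tumors. Of 14 tested members 4 were lower and none higher (8 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.80 (adjusted p = 2.64e-05 from camera, and adjusted p = 0.286 with an estimated correlation). Ifng itself had 5 to 6 counts per Tyk2+/+ library and 0 to 1 per Tyk2Δ/Δ library, under the low-count filter. With the epithelial deletion 1 of 15 members was higher and none lower (1 when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.853 from camera). The change of the list differed between the experiments by -1.01 (median log2, adjusted p = 0.00151 from camera).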

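MHC class I molecules present peptides cut by the immunoproteasome and carried by Tap transporters. Of 27 genes of this pathway, 22 were lower in Tyk2Δ/Δ tumors and none higher (23 lower when adjusted over the list alone), with a median log2 fold change of -1.51 (adjusted p = 4.73e-96 from camera, and adjusted p = 0.123 with an estimated correlation). B2m, the light chain of class I molecules, changed by -2.52 (standard error 0.14, adjusted p = 0.000846 from edgeR), and the immunoproteasome subunit Psmb8 by -2.27 (standard error 0.15, adjusted p = 0.000846 from the same test). In Tyk2 ΔIEC tumors 17 of the 27 were higher than in Tyk2 fl/fl tumors and none lower (19). The list's median was 0.60 (adjusted p = 1.37e-07 from camera, and adjusted p = 0.345 with an estimated correlation). The list was also higher in Tyk2+/+ than in Tyk2 fl/fl tumors, by a median of 0.98 (18 of 27 higher, none lower). Between Tyk2 ΔIEC and Tyk2+/+ tumors its median was -0.35. Without the genes of the paper's tables the medians were -0.58 (14 genes) in Tyk2Δ/Δ and 0.44 (22 genes) in Tyk2 ΔIEC tumors. In the latter Psmb8 changed by 0.88 (adjusted p = 0.0161; 0.0625 without Tyk2 ΔIEC replicate 2), and B2m by 0.60, which did not pass (adjusted p = 0.0941; 0.0442 without Tyk2 fl/fl replicate 1, 0.0405 without Tyk2 fl/fl replicate 4 and 0.0486 with DESeq2). Of 13 MHC class II genes, 8 were lower in Tyk2Δ/Δ tumors and none higher (12 lower when adjusted over the list alone; median -1.80), among them H2-Ab1 at -1.51. Of 11 class II genes tested in Tyk2 ΔIEC tumors 2 were higher and none lower (2 higher and 1 lower when adjusted over the list alone), with a median of 0.23, and the list was not called (adjusted p = 0.236 from camera).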

Deregulation of key genes identified in the RNA-seq analysis was confirmed by qPCR (Supplementary Figure 3f, g). These data suggest that IFN-mediated immune functions are severely impaired in Tyk2^Δ/Δ^ tumors, while Tyk2^ΔIEC^ tumors exhibit enhanced IFN signatures. Therefore, the increased tumor burden in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice is due to different molecular mechanisms.

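The change of interferon genes itself differed between the experiments. The difference includes the gap between their controls. Medians in Tyk2+/+ against Tyk2 fl/fl tumors were 0.81 for type I interferon, 1.06 for interferon γ and 0.98 for MHC class I genes. Between the change in Tyk2Δ/Δ and the change in Tyk2 ΔIEC tumors, the median difference was -1.93 on the log2 scale for type I interferon-stimulated genes (adjusted p = 5.69e-100 from camera at the preset correlation) and -2.71 for interferon γ-induced genes (adjusted p = 3.75e-75). It was -1.96 for MHC class I genes (adjusted p = 1.45e-50). Across all 17252 genes 451 differed by more than 2-fold at an adjusted p under 0.05 in edgeR, 270 without Tyk2+/+ replicate 3 and 277 without Tyk2Δ/Δ replicate 2. The paper draws on the interferon-responsive genes among those shared with opposite direction and on the enrichment of the IFNα, IFNγ, IL12 and antigen presentation sets. It also draws on qPCR of Tap1, Cxcl9 and Ifi44 in both models. From these the paper proposes that interferon-mediated immune functions are impaired when Tyk2 is absent from all cells. It also proposes that interferon signatures are enhanced when Tyk2 is absent from the epithelium.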

### Increased Ido1 protein expression in Tyk2^ΔIEC^ tumors

In particular, the differentially regulated Ido1 gene caught our attention in the RNA-seq dataset because it encodes for the enzyme indolamin-2,3-dioxygenase, which has immune-suppressive functions in various cancer types including CRC.^41–43^ 

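Ido1 encodes indoleamine 2,3-dioxygenase, which breaks down tryptophan into kynurenine. The gene (ENSMUSG00000031551) lies on chromosome 8 of GRCm38 from 24584136 to 24597009. In Tyk2+/+ tumors it was expressed at 55.8 ± 28.2 CPM (SD, n = 3) and in Tyk2Δ/Δ tumors at 3.41 ± 1.18 (SD, n = 3), a log2 fold change of -4.02 (standard error 0.43, adjusted p = 0.00395 from edgeR). In Tyk2 fl/fl tumors it was expressed at 8.16 ± 7.57 CPM (SD, n = 7) and in Tyk2 ΔIEC tumors at 36.2 ± 8.71 (SD, n = 4), a log2 fold change of 2.15 (standard error 0.53, adjusted p = 0.0156 from the same test). Without Tyk2 ΔIEC replicate 3 that change was 1.98 (adjusted p = 0.0562). The 2 changes differed by -6.17 (adjusted p = 0.000711 for the difference). This difference includes the gap between the controls, which both have Tyk2. Their means were 55.8 CPM in Tyk2+/+ and 8.16 in Tyk2 fl/fl tumors, each normalized within its experiment. At a similar depth, Ido1 counts were 596 to 1770 in Tyk2+/+ and 508 to 971 in Tyk2 ΔIEC libraries. It stays open whether loss of Tyk2 from the epithelium raised Ido1 or the Tyk2 fl/fl libraries were low for another reason.

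**Figure D3:**
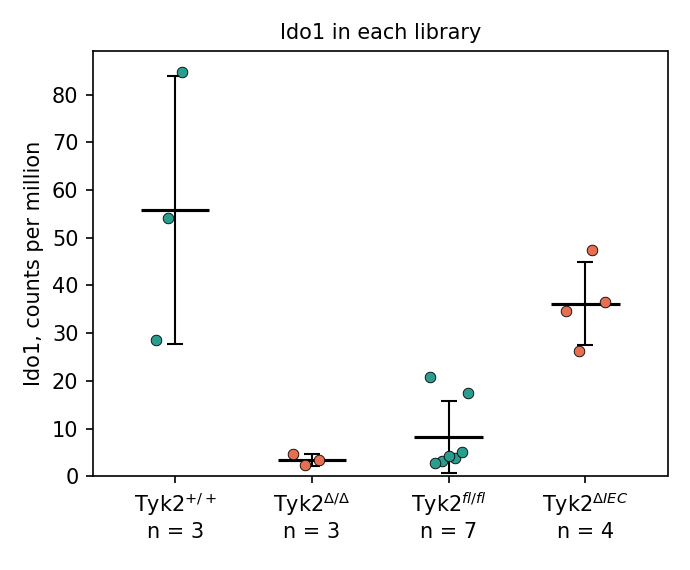
Ido1 in CPM, TMM-normalized within each experiment, in each library (points), with the mean (horizontal line) and SD (error bar) per genotype. The Tyk2Δ/Δ libraries lie between 2.26 and 4.61 and the Tyk2+/+ libraries between 28.6 and 84.9, and the Tyk2 ΔIEC libraries, between 26.2 and 47.4, lie above the highest Tyk2 fl/fl library at 20.7.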

As expected from the enrichment plots for IFNγ signaling, Ido1 mRNA expression was downregulated in Tyk2^Δ/Δ^ tumors and upregulated in Tyk2^ΔIEC^ tumors (Figure 2f,g, Supplementary Figure 3c-e). We confirmed this finding by qPCR analysis (Figure 2j,k). Furthermore, qPCR showed that Ido1 was downregulated in Tyk2^ΔHem^ tumors similar to Tyk2^Δ/Δ^ tumors (Supplementary Figure 3h). However, it is not clear whether these changes RNA expression are reflected by differential protein expression. Therefore, proteomics from Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumor tissues was performed. Thirty-three downregulated proteins were identified in Tyk2^Δ/Δ^ tumors compared to Tyk2^+/+^ tumors that are associated with antigen processing and presentation, IFN signaling and immune responses (Figure 3a-c). 

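Figure 3c labels 33 proteins that differ in Tyk2Δ/Δ tumors. RNA of 30 of their genes was measured well enough to be tested, and H2-Q9, Gm10881 and Gvin1 were not. Of the 30 genes, 23 were lower in Tyk2Δ/Δ tumors at an adjusted p under 0.05 in edgeR, 22 of them by more than 2-fold, and none was higher. The 7 that did not pass were Abhd17c, Ighm, Jak3, Lbp, Lifr, Mcpt1 and Mcpt2. The median log2 fold change of the 30 was -1.73.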

The corresponding genes of most of these proteins were also differentially expressed (Figure 2, Supplementary Figure 3c-e, Supplementary Tables 1 and 2). In Tyk2^ΔIEC^ tumors, 8 downregulated and 13 upregulated proteins were identified when compared to Tyk2^fl/fl^ tumors (Figure 3d-f). While downregulated proteins were mainly implicated in protein turnover and metabolic processes, upregulated proteins were involved in DNA replication, cell cycle regulation, and extracellular matrix organization. 

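Figure 3f labels 21 proteins that differ in Tyk2 ΔIEC tumors. The RNA of 20 of their genes was tested, and C8b had too few counts. At an adjusted p under 0.05 in edgeR 8 were higher in Tyk2 ΔIEC tumors (Ido1, Iigp1, Irgm1, Nf2, Papln, Pola1, Top2a and Wdhd1) and 3 were lower (Eefsec, Pea15a and Uchl1), while 9 did not pass. Of the 20 genes 17 changed by less than 2-fold, and the median log2 fold change was 0.11.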

Most genes encoding these proteins showed less than two-fold deregulation in the RNA-seq dataset, indicating post-transcriptional regulation (Supplementary Tables 3 and 4). Similarly, only a few IFNγ-regulated genes identified by RNA-seq (Figure 2e) were also significantly deregulated at the protein level in Tyk2^ΔIEC^ tumors. Importantly, the Ido1 protein was the top hit in both Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. Consistent with the RNA-seq data, the Ido1 protein was downregulated in Tyk2^Δ/Δ^ tumors and upregulated in Tyk2^ΔIEC^ tumors (Figure 3a-f). These data indicate that Ido1-dependent immune suppression is reduced in Tyk2^Δ/Δ^ tumors but enhanced in Tyk2^ΔIEC^ tumors.

**Figure 3.**
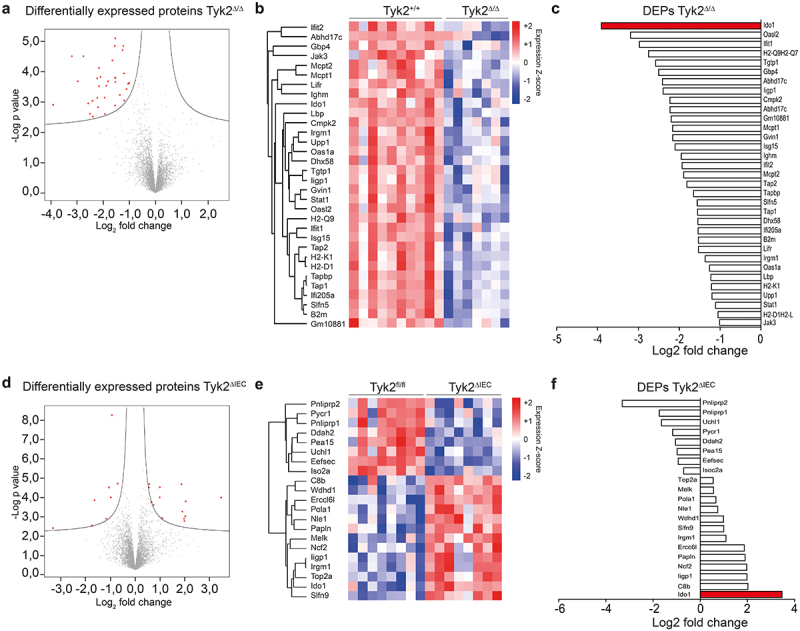
Opposing effects of epithelial and stromal Tyk2 deficiencies on Ido1 protein expression. (a-f) Analysis of differentially expressed proteins (DEPs) in AOM-DSS induced colonic tumors of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice compared to their respective controls. Vulcano plot (a), heatmap (b) and relative quantification (c) of DEPs in AOM-DSS induced colonic tumors of Tyk2^Δ/Δ^ mice (*n* ≥ 7 tumors per genotype). Vulcano plot (d), heatmap (e) and relative quantification (f) of DEPs in AOM-DSS induced colonic tumors of Tyk2^ΔIEC^ mice (*n* ≥ 7 tumors per genotype).

### Increased Ido1-expressing Paneth-like cancer cells in Tyk2^ΔIEC^ tumors

Ido1-derived metabolites promote immunosuppression and T cell anergy.^43^ We recently showed in intestinal tumors of Apc^Min^ mice that Ido1 is predominantly expressed by Mmp7^+^ Paneth-like cancer cells in an IFNγ/Stat1-dependent manner.^28^ Therefore, we performed immunofluorescence (IF) staining for Mmp7 and Ido1 in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors (Figure 4a,b). Mmp7^+^ Paneth-like cancer cells were present in Tyk2^Δ/Δ^, but they did not express Ido1. Furthermore, Ido1 expression was blunted in stromal cells of Tyk2^Δ/Δ^ tumors (Figure 4a,c). In contrast, Tyk2^ΔIEC^ tumors contained an increased number of Ido1-expressing cancer cells when compared to Tyk2^fl/fl^ controls. Most of these cells were also positive for the Paneth cell marker Mmp7. Stromal Ido1 expression was unaltered in Tyk2^ΔIEC^ tumors (Figure 4b,d). These data indicate that Tyk2 impairs Ido1 expression in Paneth-like cancer cells of CRC, which is induced by stromal signals.

**Figure 4.**
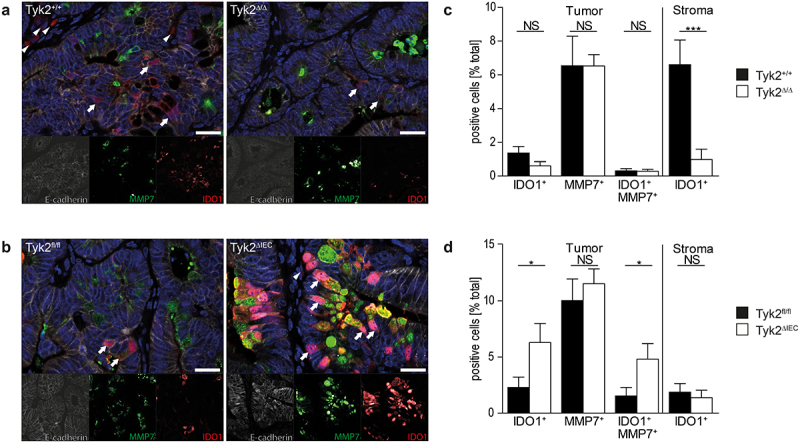
Increased numbers of Ido1 by Paneth-like cells in AOM-DSS-induced colonic tumors of Tyk2^ΔIEC^ mice. (a–d) Investigation of IDO1 expression and activity in AOM-DSS-induced colonic tumors of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice. IF stainings (a, b) and quantification (c, d) of IDO1-expressing tumor cells (arrows) and stromal cells (arrowheads) in colonic tumors of Tyk2^+/+^ and Tyk2^Δ/Δ^ (*n* ≥ 11 tumors in *n* = 3 animals per genotype) (a, c) and Tyk2^fl/fl^ and Tyk2^ΔIEC^ (*n* ≥ 10 tumors in *n* = 3 animals per genotype) (b, d) mice; Scale bars represent 20 µm. Bars represent mean ± SEM. NS: not significant. Statistical test: unpaired *t*-test. *p < .05, ***p < .001.

### Reduced antitumor immune cell infiltration in Tyk2^ΔIEC^ and Tyk2^Δ/Δ^ tumors

The presence of Ido1-expressing Paneth-like cancer cells was associated with increased tumor burden and reduced T-cell infiltration in tumors of Apc^Min^ mice, while no correlation with tumor cell proliferation or apoptosis was observed.^28^ We expected a similar phenotype in Tyk2^ΔIEC^ tumors and characterized tumor parameters, Stat expression, and immune cell infiltration by IHC and FACS analyses. IHC analysis revealed similar numbers of proliferating BrdU^+^ and apoptotic cleaved caspase3^+^ tumor cells in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors when compared to Tyk2^+/+^ and Tyk2^fl/fl^ controls (Supplementary Figure 4a-d). Stat1 expression and activation were reduced in cancer cell and stromal cell compartments of Tyk2^Δ/Δ^ tumors, respectively (Supplementary Figure 4e, g), whereas Stat3 expression and activation remained unchanged (Supplementary Figure 4i, k). In contrast, expression of Stat1 was increased in cancer cells of Tyk2^ΔIEC^ tumors (Supplementary Figure 4f) while expression of Stat3 and activation of Stat1 and Stat3 were not altered (Supplementary Figure 4h, j, l).

We next assessed immune cell infiltration into Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. The extent of stromalization and the number of CD45^+^ cells in the tumor stroma were not altered in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors (Supplementary Figure 5a-c, e, j). However, IHC and FACS analysis revealed reduced infiltration of NK cells and CD3^+^ T cells (Figure 5a,b, Supplementary Figure 5c,f,g) as well as CD8^+^ T cells in Tyk2^Δ/Δ^ tumors, while infiltration of CD4^+^ T cells was unchanged (Figure 5c,d, Supplementary Figure 5c, h, i) and Tregs were increased (Figure 5e, Supplementary Figure 5d). In Tyk2^ΔIEC^ tumors, infiltration of NK1.1^+^ NK cells and Tregs (Tyk2^+/+^: 1,830 ± 0,7238, *n* = 4; Tyk2^Δ/Δ^: 1,616 ± 0,3618, *n* = 5) was unchanged but CD3^+^, CD4^+^ and CD8^+^ T cells were reduced (Figure 5f-i, Supplementary Figure 5c, k–n). Additional FACS analysis for PD-1^+^ T cell populations showed a trend of CD8^+^ T cell exhaustion in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors, but this was not significant (Supplementary Figure 5c, o, p). The data demonstrate that CD3^+^ and CD8^+^ T cell infiltration is impaired in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors, which may reduce cancer immune surveillance and lead to increased tumor load. In contrast to Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors, CD3^+^ and CD8^+^ T cell infiltration was not impaired in Tyk2^ΔHem^ tumors. However, FoxP3^+^ cells were increased while Granzyme B^+^ cells were decreased (Supplementary Figure 6a–e), which may also reduce cancer immune surveillance and lead to increased tumor multiplicity. The data from Tyk2^ΔHem^ tumors suggest that deletion of Tyk2 in cancer cells is required for reduced CD8^+^ T cell infiltration.

**Figure 5.**
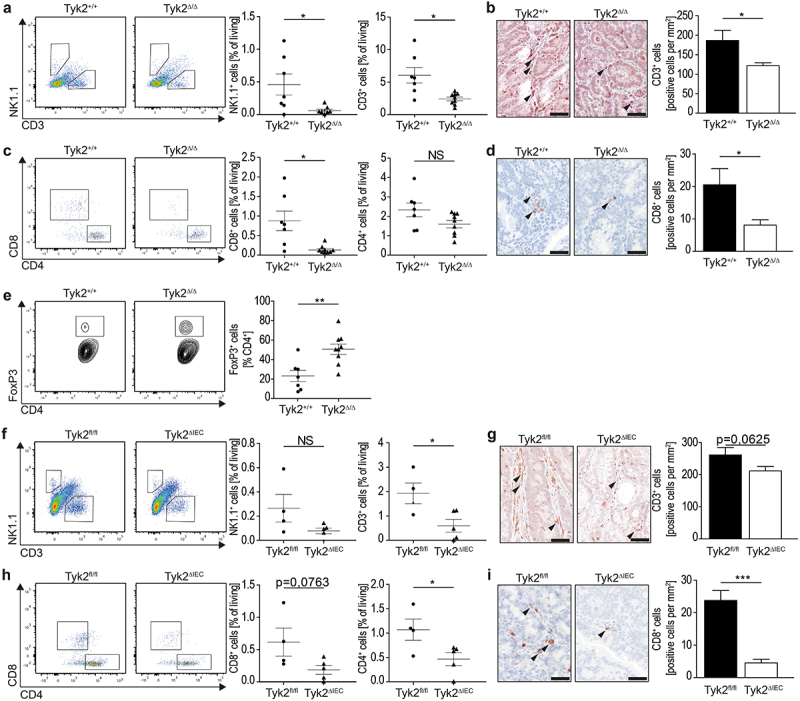
Analysis of immune cell infiltration in the tumor stroma of AOM-DSS-induced colonic tumors of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^mice . (a–h) Analysis of immune cell infiltration in AOM-DSS induced colonic tumors in Tyk2^Δ/Δ^ (a–e) and Tyk2^ΔIEC^ (f-i) mice using flow cytometry and IHC. FACS plots and quantification of NK1.1^+^ NK cell and CD3^+^ Lymphocyte infiltration (*n* ≥ 4 animals per genotype, tumors from each mouse were pooled) (a, f). IHC staining and quantification of CD3^+^ Lymphocytes (arrowheads) (*n* ≥ 20 tumors in *n* ≥ 4 animals per genotype), Scale bars indicate 50 µm (b, g). FACS plots and quantification of CD4^+^- and CD8^+^ T-Lymphocyte infiltration (*n* ≥ 4 animals per genotype, tumors from each mouse were pooled) (c, h). IHC staining and quantification of CD8^+^ T-Lymphocytes (arrowheads) (*n* ≥ 29 tumors in *n* ≥ 3 animals per genotype), Scale bars indicate 50 µm (d, i). FACS plots and quantification of CD4^+^FoxP3^+^ T-Lymphocyte infiltration (*n* ≥ 7 animals per genotype, tumors from each mouse were pooled) (e). Bars represent mean ± SEM. Statistical tests: unpaired *t*-test for Tyk2^Δ/Δ^ data and Tyk2^ΔIEC^ IHC data, Mann–Whitney test for Tyk2^ΔIEC^ FACS data. NS: not significant, *p < .05, **p < .01, ***p < .001.

## Discussion

The role of Tyk2 in solid tumors is not well defined and oncogenic as well as tumor-suppressive functions have been reported. Here, we show that Tyk2 is a tumor suppressor in CRC. Using three different mouse models with Tyk2 deletion and the AOM-DSS protocol for colitis-associated CRC, we demonstrate additive tumor-suppressive functions of Tyk2 in cancer cells and in the immune microenvironment. Tyk2 deletion in cancer cells or in immune cells increased the tumor burden, but only combined deletion in both cellular compartments promoted tumor progression. The qualitative differences in tumor formation in the three mouse models could be due to differential infiltration and activation of immune cells modulated by loss of Tyk2 in both the hematopoietic system and the epithelial cancer cell compartment. Our data also suggest that the use of Tyk2 inhibitors to treat IBD, which is currently being investigated in clinical trials, should be viewed with caution as it blocks Tyk2 in all cell types and could promote progression of as yet unrecognized neoplastic lesions.

There is ample evidence that Tyk2 is involved in immune surveillance of cancer.^44–46^ Tyk2 is required for IL12 production by myeloid cells, which triggers a Th1 response with enhanced IFNγ production and tumor cell killing by CD8^+^ T cells and NK cells.^47^ Therefore, we expected similar cancer phenotypes in Tyk2^Δ/Δ^ and Tyk2^ΔHem^ mice since both mouse models lack Tyk2 in immune cells. However, Tyk2^Δ/Δ^ mice developed significantly larger and more aggressive tumors, while the increase in tumor burden in Tyk2^ΔHem^ mice was rather subtle. Only tumor multiplicity was increased, suggesting that hematopoietic Tyk2 is involved in early immune surveillance of CRC but not in tumor progression. Interestingly, Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors showed a similar reduction of CD8^+^ T cell infiltration that was not found in Tyk2^ΔHem^ tumors. This indicates that Tyk2 deletion in the epithelial cancer cell compartment is responsible for reduced infiltration of CD8^+^ T cells into tumors.

While the importance of Tyk2 in cancer immune surveillance is well established, there is little evidence of Tyk2 functions in cancer cells.^46^ Tyk2 has been shown to drive human cancer cell invasion and metastasis in a cancer cell-intrinsic manner.^14^ The AOM-DSS model does not allow assessment of metastasis, but comparison of tumor data in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ mice rather suggest an anti-metastatic function of Tyk2 in cancer cells, which becomes evident when Tyk2-mediated immune surveillance is impaired. We recently showed that Tyk2 mediates protective IL22 signaling in gut epithelial cells during DSS-induced acute colitis.^48^ We did not observe increased lethality of Tyk2^Δ/Δ^, Tyk2^ΔHem^ or Tyk2^ΔIEC^ mice during DSS-induced induction of chronic colitis in the AOM-DSS protocol. Furthermore, gene expression data provided no evidence of impaired IL22 signaling and tumor proliferation rates were unaffected, suggesting that cancer phenotypes are IL22-independent.

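IL22 acts on epithelial cells to induce antimicrobial proteins such as Lcn2 and S100a8. Of 11 IL22-induced genes tested in Tyk2Δ/Δ tumors 2 were lower and none higher (2 when adjusted over the list alone), with a median log2 fold change of -0.20 (adjusted p = 0.0447 from camera, and adjusted p = 0.339 with an estimated correlation). The 2 were S100a8 (-0.87, adjusted p = 0.0146) and S100a9 (-0.92, adjusted p = 0.0465), which also stand among the neutrophil markers, a list that fell too (2 of 10 lower, median -0.59; adjusted p = 0.000256 from camera, and adjusted p = 0.347 with an estimated correlation). S100a8 did not pass without Tyk2Δ/Δ replicate 2 (0.0542), nor S100a9 without Tyk2+/+ replicate 1 or 3 or Tyk2Δ/Δ replicate 2 or 3 (0.0665 to 0.164) or with the replicate number as block (0.0827), and neither passed in 1 fit over all 17 libraries (0.368 and 0.357). Lcn2 changed by -0.27 (standard error 0.17, adjusted p = 0.373 from edgeR). After the epithelial deletion 1 of 12 was lower and none higher (none when adjusted over the list alone), with a median of -0.40 (adjusted p = 0.114 from camera). Of 5 components of the pathway none passed in Tyk2Δ/Δ tumors, and in Tyk2 ΔIEC tumors the receptor chain Il22ra1 was higher (1.00 (standard error 0.17, adjusted p = 0.00298 from edgeR)) and Il10rb lower (-0.35). Counts of Il22ra1 were 210 to 376 in Tyk2 ΔIEC, 177 to 310 in the deeper Tyk2 fl/fl and 242 to 360 in Tyk2+/+ libraries. The Tyk2+/+ tumors, which have Tyk2, thus lay in the Tyk2 ΔIEC range at a similar depth. Il10rb had an adjusted p of 0.0705 to 0.0960 without Tyk2 ΔIEC replicate 1, 2 or 3. Of 29 proliferation genes, 1 was lower in Tyk2Δ/Δ tumors and none higher (7 lower when adjusted over the list alone), with a median of -0.16 (adjusted p = 4.21e-05 from camera, and adjusted p = 0.339 with an estimated correlation). Of the same genes 2 were higher and 1 lower in Tyk2 ΔIEC tumors (none in either direction when adjusted over the list alone), with a median of 0.02 (adjusted p = 0.824 from camera). Mki67 did not pass in either comparison (-0.63, adjusted p = 0.0649, and 0.27, adjusted p = 0.171), but passed in Tyk2Δ/Δ tumors with DESeq2 (adjusted p = 0.000843), with no low-count filter (0.00750) and without Tyk2Δ/Δ replicate 3 (0.0257).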

The RNA-seq and proteomics data revealed different molecular profiles of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. We found deregulated proteins also in the RNA-seq dataset, but most candidates were less than two-fold deregulated at the transcriptional level. Therefore, we hypothesize that post-transcriptional processes are strongly involved in the deregulation of proteins. Consistently, Tyk2 has previously been shown to be involved in the regulation of translation.^49^ Most differentially expressed genes and proteins were part of an IFN signature and were regulated in opposite directions in Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors suggesting differential cancer genesis and immunoediting. However, it remains unclear how cancer cell-specific Tyk2 deletion can lead to increased IFN signaling as seen in Tyk2^ΔIEC^ tumors. 

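Of the 195 genes lower in Tyk2Δ/Δ tumors 78 (40.0%) stand in the lists of type I interferon, interferon γ and MHC class I and II genes, and of the 15 higher genes none does. Of 262 genes higher in Tyk2 ΔIEC tumors 25 (9.54%) stand in these lists, and of the 289 lower genes none does. The lists were drawn up with the paper's tables in view and hold 118 genes tested in the germline and 117 tested in the epithelial experiment.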

Although IFNγ plays a key role in cancer immune surveillance, sustained activity can result in upregulation of immune checkpoints that promote immune evasion.^50^ We found strong upregulation of the IFNγ-regulated immune checkpoint Ido1 in Tyk2^ΔIEC^ tumors. The role of Ido1 in CRC and in cancer in general is not well defined, but several studies have reported an oncogenic activity. Kras^G12D^-induced lung carcinogenesis and lung metastasis of orthotopically transplanted 4T1 mouse mammary cancer cells was reduced in Ido1 knockout mice.^51^ In addition, Ido1 knockout mice were resistant to skin cancer formation after DMBA/PMA treatment. In the DMBA/PMA model, Ido1 expression was induced by skin inflammation in a specific subset of plasmacytoid dendritic cells in the draining lymph nodes, which promoted immunosuppression and skin cancer formation.^52^ In contrast to lung and skin carcinogenesis, formation of colitis-associated CRC was increased in Ido1 knockout mice after treatment with dimethylhydrazine and DSS, indicating a tumor-suppressive role.^53^ However, a recent study showed that specific deletion of Ido1 in intestinal epithelial cells reduced AOM-DSS-induced colitis-associated CRC formation in mice.^54^ These data revealed cell-type specific tumor promoting and tumor suppressing activities of Ido1 in colitis-associated CRC. We recently identified Ido1-expressing Paneth-like cancer cells in tumors of Apc^Min^ mice that prevent T cell infiltration and promote immune evasion. Ido-1 expression by these cells depends on Stat1 and IFNγ signaling.^28^ Tyk2^ΔIEC^ tumors expressed higher levels of Stat1 and contained increased numbers of Ido1-expressing Paneth-like cancer cells. These cells may be responsible for reduced T cell infiltration in Tyk2^ΔIEC^ tumors and allow tumor growth despite enhanced IFNγ signaling and intact immune surveillance. In contrast, IL12 and IFNγ signaling was attenuated in Tyk2^Δ/Δ^ tumors, resulting in impaired cancer immune surveillance with reduced NK cell and T cell infiltration. Ido1-expressing Paneth-like cancer cells were almost absent in Tyk2^Δ/Δ^ tumors and expression of antigen presentation machinery genes was reduced. This indicates that tumors in Tyk2^Δ/Δ^ are poorly immunoedited and can progress to aggressive cancers without developing distinct immune evasion mechanisms.

Ido1 is the rate-limiting enzyme of the kynurenine pathway. It catalyzes oxidation of tryptophan to N-formylkynurenine, which is further converted to kynurenine and several kynurenine metabolites.^55^ High Ido1 activity leads to tryptophan depletion and a corresponding increase of kynurenine metabolites. Tryptophan depletion negatively affects proliferation of effector T cells, while kynurenine promotes Treg differentiation via the aryl hydrocarbon receptor.^56,57^ Consequently, Ido1 creates an immunosuppressive microenvironment with reduced CD8^+^ T cell count and expansion of Tregs.^58–60^ Ido1 is frequently overexpressed in human CRC, which is associated with reduced levels of serum tryptophan and increased levels of kynurenine metabolites.^61–63^ In tumors, Ido1 is expressed by infiltrating myeloid cells and neoplastic epithelial cells.^42,43,64^ We have shown that the neoplastic epithelium of CRC is an important source of kynurenine.^28^ Similarly, Ido1-expressing neoplastic epithelial cells of pancreatic ductal adenocarcinomas (PDACs) were critically involved in immune escape.^65^ We have not performed metabolomics of mouse Tyk2-deficient CRCs. Ido1 expression was reduced in stromal immune cells but not in neoplastic cells of Tyk2^Δ/Δ^ tumors. In contrast, Ido1 expression was unaffected in stromal immune cells but increased in neoplastic cells of Tyk2^ΔIEC^ tumors. Therefore, metabolomics of Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ would help to identify the main source of kynurenine metabolites in CRC.

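B cell transcripts were scarce and uneven between tumors. Counts of Ms4a1, which encodes CD20, were 37, 3 and 278 in the 3 Tyk2+/+ libraries and 2, 1 and 0 in the 3 Tyk2Δ/Δ libraries. It falls under the low-count filter, and without a filter edgeR called it lower in Tyk2Δ/Δ tumors (adjusted p = 0.0106). The B cell transcription factor Pax5 had 28, 10 and 160 against 5, 2 and 0 counts and a log2 fold change of -4.78 (standard error 1.24, adjusted p = 0.0834 from edgeR), which did not pass. It passed with DESeq2 (adjusted p = 0.0224), with no filter (0.00984) and without Tyk2+/+ replicate 2 (0.0386). Of 7 tested B cell markers none passed (6 lower and 1 higher when adjusted over the list alone), with a median of -3.15 (adjusted p = 0.00202 from camera, and adjusted p = 0.457 with an estimated correlation).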

The expression of several B cell markers such as CD19, CD20 and Pax5 was downregulated in Tyk2^Δ/Δ^ tumors. This suggests a lack of antigen-specific B cells, which would impair FC-mediated phagocytosis and antibody-dependent cellular cytotoxicity by NK cells. Alternatively, a previously identified cell population with dendritic cell characteristics but expressing the B cell markers CD19 and Pax5 could be reduced in Tyk2^Δ/Δ^ tumors. These B lymphoid-like cells are a major source of Ido1 in some tumors and have immunosuppressive activity on T cells.^66^ Interestingly, the Ido1 pathway could also prevent complement deposition in tumors.^55^ It has been shown that pharmacological or genetic Ido1 inhibition combined with chemo-radiotherapy resulted in extensive complement deposition in mouse brain tumors.^67^ It is therefore possible that complement deposition is reduced in Tyk2^Δ/Δ^ tumors. Furthermore, expression of complement receptor 2, which is present on B cells and follicular dendritic cells, was also greatly reduced in Tyk2^Δ/Δ^ tumors, which could further impair complement-mediated anticancer immunity. 

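Cr2 had 21, 6 and 174 counts in the Tyk2+/+ and 1, 2 and 2 in the Tyk2Δ/Δ libraries, below the low-count filter. Without that filter its log2 fold change was -5.25 (adjusted p = 0.0121 from edgeR). Of 18 complement genes 2 were lower in Tyk2Δ/Δ tumors and none higher (6 lower when adjusted over the list alone), with a median of -0.35 (adjusted p = 4.21e-05 from camera, and adjusted p = 0.339 with an estimated correlation). The 2 were C2, at -1.64 (standard error 0.16, adjusted p = 0.00265 from edgeR), and C3, at -1.09 (standard error 0.17, adjusted p = 0.0204 from the same test). C3 did not pass without Tyk2+/+ replicate 3 (adjusted p = 0.0799), Tyk2Δ/Δ replicate 1 (0.0583) or Tyk2Δ/Δ replicate 2 (0.0848).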

In conclusion, we have identified a tumor-suppressive function of Tyk2 in stromal and CRC cells. Tyk2 blocks induction of the IFNγ-regulated immune checkpoint Ido1 in Paneth-like cancer cells by an unknown mechanism. Deletion of Tyk2 in Paneth-like cancer might change Jak-Stat signaling in a cell-intrinsic manner. Stimulation with Jak-Stat-activating cytokines from the tumor microenvironment would enhance formation of Stat1-containing transcription factor complexes that lead to increased expression of type I and II interferon target genes including Ido1. The murine Ido1 promoter is not well characterized but the human Ido1 promoter contains multiple ISRE and GAS sites that respond to ISGF3 (Stat1-Stat2-IRF9) complexes and Stat1 homodimers, respectively.^68^ An increased amount of such complexes in Tyk2-deficient Paneth-like cancer cells would enhance Ido1 expression. The generation of these cells could also be promoted in early neoplastic lesions of IBD patients by treatment with Tyk2 inhibitors, which would increase the risk of immune escape.

## Materials and methods

### Mice and in vivo experiments

Tyk2^Δ/+^, Tyk2^fl/+^, Villin-cre and Vav-cre mice have been described previously.^69–71^ Tyk2^Δ/+^ mice were generated by crossing Tyk2^fl/+^ mice with a CMV-cre germline deleter strain, which was then outcrossed. Tyk2^Δ/+^ mice were crossed to produce Tyk2^Δ/Δ^ and control Tyk2^+/+^ mice. Tyk2^fl/fl^ Villin-cre and Tyk2^fl/fl^ Vav-cre mice were crossed with Tyk2^fl/fl^ mice to generate cre-negative Tyk2^fl/fl^ control mice and cre-positive Tyk2^ΔIEC^ and Tyk2^ΔHem^ mice. Mice were kept on a C57BL/6 genetic background and housed under standard conditions at the Dezentrale Biomedizinische Einrichtung of the Medical University Vienna. Autochthonous CRC development was induced using the AOM-DSS protocol.^72^ Mice were injected intraperitoneally with 12.5 mg/kg azoxymethane (AOM, Sigma, A5486) and, after 5 d of recovery, treated with two cycles of 2.5% dextrane sulfate salt (DSS, MP Biomedicals LCC, 160110) and one cycle of 2.0% DSS (w/v) via drinking water. DSS treatment lasted 5 d each with a 14-d interval of normal drinking water between cycles.^72^ After the last DSS cycle, mice recovered for 30 d before they were sacrificed. All mouse experiments were performed in accordance with Austrian and European laws and with the general regulations specified by the Good Scientific Practices guidelines of the Medical University of Vienna.

### Genotyping by polymerase chain reaction (PCR)

Genotyping of Tyk2 was performed with 5’-GCAAGCCTGGGTTACATGAG-3’ and 5’-TGGACTGGAACTTGTGAGGA-3’ primers. The Villin-Cre transgene was detected with 5’-CGGTCGATGCAACGAGTGATGAGG-3’ and 5’-CCAGAGACGGAAATCCATCGCTCG-3’ primers. Vav-Cre genotyping was performed with 5’-TCAGAGTGAAGGACATCTCCCGCACC-3’ and 5’-GTGGCAGAAGGGGCAGCCACACCATT-3’ primers.

### Histochemistry, immunohistochemistry (IHC) and immunofluorescence (IF)

The colons of AOM-DSS-treated mice were isolated and flushed with phosphate-buffer saline (PBS) and fixed with 4% formaldehyde as “swiss rolls”. Tissues were embedded in paraffin, cut into 4 µm thick sections tissue sections, deparaffinized in xylene and rehydrated in a decreasing ethanol series. Immunohistochemistry (IHC), immunofluorescence (IF) and hematoxylin & eosin (H&E) staining were performed using standard procedures.^72^ Briefly, for IHC and IF staining, antigen retrieval was performed using a pH6 citrate buffer or pH9 Tris-EDTA buffer depending on the antigen. For IHC staining, multiple blocking steps using hydrogen peroxide, avidin, biotin and the Mouse to Mouse HRP Staining System (ScyTek, MTM003-IFU) were performed. After blocking, the slides were stained using antibodies for BrdU (Abcam, ab6326), cleaved caspase 3 (Cell Signaling, 3700), Stat1 (Santa Cruz, sc-592), pStat1 (Cell Signaling, 9167), Stat3 (Santa Cruz, sc-7179), pStat3 (Cell Signaling, 9145), CD8 (Invitrogen, MA1-80231) and CD3 (Dako, A045229-2) in 1% BSA. IHC staining was detected with AEC substrate chromogen (Dako, K3464) or ImmPACT™ DAB Peroxidase Substrate Kit (VECSK-4105). Tissue sections for IF staining were blocked with 10% goat serum in PBS and incubated with primary antibodies for Ido1 (BioLegend, 654002), MMP7 (Cell Signaling, 3801) or E-cadherin (Abcam, ab11512) in 5% goat serum in PBS. The slides were incubated with fluorochrome-coupled secondary antibodies against rabbit (AF488, Fisher, A11034), mouse (Daylight649, BioLegend, 405312) or rat (Cy3, Fisher, A10522) immunoglobulins and counterstained with DAPI. For H&E staining, sections were incubated in hematoxylin for 10 min, dehydrated in an increasing ethanol series and stained with eosin for 2 min. For Alcian blue staining, the sections were incubated for 10 min each in Alcian blue and nuclear fast red. Stained “Swiss rolls” were scanned using a Pannoramic Midi Slide Scanner (3D Histech, 40× objective) and staining intensities were analyzed with Definiens™ TissueStudio™ histomorphometry software (Definiens) as described previously.^72^

### Flow Cytometry

AOM-DSS-induced colorectal tumors from mice were pooled, minced and digested in 2 mL PBS containing 2% (v/v) FCS and 1 mg/mL collagenase IV (Life Technologies, 17104–019) for 45 min at 37°C under shaking. Afterward, the cells were strained through a 70 µm mesh and washed twice with 30 ml PBS. The cells were taken up in 200 µL of cell staining buffer and split in 4 equal parts. Extracellular stainings were performed using antibodies against 7-AAD (BioLegend, 420404), CD3 (BioLegend, B100305), CD4 (BioLegend, B116011), CD8a (BioLegend, B100737), CD45 (BioLegend, B103115), PD-1 (BioLegend, B135205), NK1.1 (BioLegend, B108739). For intracellular staining cells were fixed, permeabilized using the True nuclear TF staining buffer kit (BioLegend 424401) and stained with a FoxP3 (BioLegend, 126408) antibody. The data were collected using a FACS Fortessa (BD) and analyzed with FlowJo software.

### RNA sequencing (RNA-seq)

RNA from AOM-DSS-induced macrodisected tumors was isolated using TRIzol Reagent (Thermo Fisher Scientific, 15596018) and purified using the RNeasy® Protect Mini Kit (Quiagen, 74127) according to the manufacturer’s manual. RNA-sequencing was performed at the Core Facilities of the Medical University of Vienna. Sequencing libraries were prepared using the NEBNext Poly(A) mRNA Magnetic Isolation Module and the NEBNext Ultra™ II Directional RNA Library Prep Kit for Illumina according to manufacturer’s protocols (New England Biolabs). Libraries were QC-checked on a Bioanalyzer 2100 (Agilent) using a High Sensitivity DNA Kit for correct insert size and quantified using Qubit dsDNA HS Assay (Invitrogen). Pooled libraries were sequenced on a NextSeq500 instrument (Illumina) in 1x75bp single-end sequencing mode. Approximately 25 million reads were generated per sample. Reads in fastq format were aligned to the mouse reference genome version GRCh38^73^ with Gencode mV23 annotations^74^ using STAR aligner^75^ version 2.6.1a in 2-pass mode. Reads per gene were counted by STAR, and differential gene expression was calculated using DESeq2^76^ version 1.20.0. and analyzed using the Gene Set Enrichment Analysis (GSEA) tool provided by the Broad Institute.^39,40^

### Quantitative PCR (qPCR)

RNA from tissues and cells was isolated using TRIzol Reagent (Thermo Fisher Scientific, 15596018) and reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen, 205313). For qPCR analysis, the GoTaq® qPCR Master Mix (Promega, A6001/2) and CFX96™ Real-Time System (Bio-Rad) were used with the following mouse primers:

GAPDH: 5’-TGTTTGTGATGGGTGTG-3’, 5’-TACTTGGCAGGTTTCTC-3’; Tyk2_Exon3: 5’-CCCACAGGATGCTTGATGGT-3’, 5’-CGACTTTGTGTGCGATGTGG-3’; Ido1: 5’-ATGTGGGCTTTGCTCTACCA-3’, 5’-AAGCTGCCCGTTCTCAATCA-3’; Tap1: 5’-ACCAGCTGTCAGGAGGTCAG-3’, 5’-CTTGGGGCTCTCATACAGGA-3’; Cxcl9: 5’-CGATCCACTACAAATCCCTCA-3‘, 5‘-TAGGCAGGTTTATCTCCGT-3’; Ifi44: 5’-AGTCCTGTGAAGTCCAAGCTG-3’, 5’-CAGCTGCCACTCTGAGACAT-3’.

### Proteomics

Single AOM-DSS induced colorectal tumors from Tyk2^Δ/Δ^, Tyk2^ΔIEC^ mice and corresponding control mice were harvested, washed with PBS, snap frozen in liquid nitrogen (and stored at −80°C). Sample preparation and proteomics analysis were essentially performed as described before, with minor changes.^77^ The tissue samples were separately homogenized in 130 μl lysis buffer (8 M urea, 50 mM TEAB, 5% SDS) using the Covaris S220 homogenizer. For enzymatic digestion, a protocol using the S-trap technology was employed.^78^ Briefly, reduction and alkylation of 20 µg solubilized protein was achieved with 64 mM DTT and 48 mM IAA, respectively. After addition of trapping buffer (90%vol/vol methanol, 0.1 M triethylammonium bicarbonate), samples were loaded onto S-trap cartridges, thoroughly washed and subsequently digested using Trypsin/Lys-C Mix at 37°C for 2 h. Peptides were eluted, dried and stored at −20°C until LC-MS analyses. Dried samples were reconstituted in 5 µl of 30% FA containing 4 synthetic standard peptides and diluted with 40 µl of loading solvent (97.9% H2O, 2% ACN, 0.05% trifluoroacetic acid). LC‐MS/MS analyses were performed using a Dionex Ultimate 3000 nano LC‐system coupled to a timsTOF pro mass spectrometer (Bruker Daltonics). Five microliters of peptide solution were loaded on a 2 cm × 100 µm C18 Pepmap100 pre‐column (Thermo) at a flow rate of 10 µl/min using mobile phase A. Afterward, peptides were eluted from the pre‐column to a 25 cm × 75 µm 25 cm Aurora Series emitter column (Ionopticks) at a flow rate of 300 nL/min and separation was achieved using a gradient of 8% to 40% mobile phase B (79.9% acetonitrile, 20% H2O, 0.1% FA) over 90 mins. Mass spectrometric analyses was accomplished using the timsTOF Pro mass spectrometer (Bruker) equipped with a captive spray ion source run at 1600 V. Furthermore, the timsTOF Pro mass spectrometer was operated in the Parallel Accumulation-Serial Fragmentation (PASEF) mode. Trapped ion mobility separation was achieved by applying a 1/k0 scan range from 0.60–1.60 V.s/cm^2^ resulting in a ramp time of 100 ms. All experiments were performed with ten PASEF MS/MS scans per cycle leading to a total cycle time of 1.16s. MS and MS/MS spectra were recorded using a scan range (m/z) from 100 to 1700. Furthermore, the collision energy was ramped as a function of increasing ion mobility from 20 to 52 eV and the quadrupole isolation width was set to 2 Th for m/z < 700 and 3 Th for m/z > 700.

MaxQuant 1.6.17.0^79^ employing the Andromeda search engine was used for protein identification against the UniProt Database (version 12/2019 with 20.380 entries) allowing a mass tolerance of 20 ppm for MS spectra and 40 ppm for MS/MS spectra, an FDR <0.01 and a maximum of two missed cleavages. Furthermore, search criteria included carbamidomethylation of cysteine as fixed modification and methionine oxidation, N-terminal protein acetylation as variable modifications. Data evaluation was performed using the Perseus software V.1.6.14.0. Proteins that were detected in less than 70% of the samples were filtered out. Missing values from the remaining proteins were filled up according to a normal distribution with a width of 0.3 and a down shift of 1.8. The GOBPs were annotated using the integrated database of the Perseus software.

### Statistics

All values are given as mean ± standard error of the mean (SEM). All data distributions were tested for normality using the Kolmogorov–Smirnov test. The calculation of significant differences between two groups was performed using unpaired *t*-test (for normal distributed data) and the Mann-Whitney test (for non-normal distributed data). Significant differences in tumor grading were calculated by performing a X^2^-test. Significant differences between experimental groups were *p < .05, **p < .01 and ***p < .001.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request [http://krebsforschung.meduniwien.ac.at/forschung/forschungsschwerpunkte/zellulaere-und-molekulare-tumorbiologie/robert-eferl/].

# Supplementary material for: Tyk2 is a tumor suppressor in colorectal cancer
**Source:** Oncoimmunology. 2022 Sep 26;11(1):2127271. doi: 10.1080/2162402X.2022.2127271
**Supplement:** Supplemental Material

**Supplementary Figure Legends**

**Suppl. Figure 1:** Characterization of Tyk2-deficient mouse strains.
**(a)** DNA was isolated from various organs and intestinal epithelial cells of Tyk2^fl/fl^, Tyk2^ΔIEC^, Tyk2^ΔHem^, Tyk2^+/+^, and Tyk2^Δ/Δ^ mice. The conditional deletion of Tyk2 was evaluated by PCR analysis. Spl.: spleen; kid.: kidney; IEC: intestinal epithelial cells. **(b-e)** Characterization of total Stat1 and Stat3 expression and activation in intestinal epithelial cells and the lamina propria of untreated Tyk2^+/+^, Tyk2^Δ/Δ^ Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice. IHC staining and quantification of Stat1, pStat1 **(b, c)**, Stat3 and pStat3 **(d, e)** positive cells. Stat1 and Stat3 positive cells are indicated with arrowheads. Stat1 and Stat3 activation in untreated mice could not be detected. (Tyk2^+/+^: 3 mice, 1 HPF per mouse; Tyk2^Δ/Δ^: 3mice, 1 HPF per mouse; Tyk2^fl/fl^: 3 mice, 1 HPF per mouse; Tyk2^ΔIEC^: 6 mice, 1 HPF per mouse). **(f, g)** Frequency of mucosal cell types in the colonic intestinal epithelium of untreated Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice. Mucosal cell types were stained with with IHC for Synaptophysin positive enteroendocrine cells and with IHC for BrdU incorporation in proliferating cells and Alcian blue for Goblet cells in Tyk2^+/+^ and Tyk2^Δ/Δ^ **(f)** and Tyk2^fl/fl^ and Tyk2^ΔIEC^ **(g)** mice. Corresponding cell types are indicated with arrowheads. (BrdU: n ≥ 106 crypts in n ≥ 3 animals per genotype, Synaptophysin: n ≥ 48 crypts in n = 3 animals per genotype, Alcian blue: n ≥ 290 crypts in n ≥ 3 animals per genotype). Scale bars indicate 50 μm. Bars represent mean ± SEM. Statistical test: unpaired *t*-test. ND: not detected, NS: not significant,*p < 0.05, **p < 0.01, ***p < 0.001.

**Suppl. Figure 2:** Histological analysis of colonic tumors and weight curve of AOM-DSS treated mice
**(a)** Representative H&E-stained images of AOM-DSS-induced low-grade adenomas (l.g.), high-grade adenomas (h.g.) and carcinomas in Tyk2^fl/fl^, Tyk2^ΔIEC^, Tyk2^ΔHem^, Tyk2^+/+^ and Tyk2^Δ/Δ^ mice. The squares in the top low-magnification images indicate the positions of the high-magnification images below. Tumors were graded according to the following criteria. Low grade adenomas: loss or significant decrease of goblet cells, cytoplasmic hyperchromasia of nuclei which show regular basal orientation and are not markedly enlarged (arrows). High grade adenomas: back-to-back glands with no intervening stroma, total loss of polarity by atypical cells (arrows), sometimes mucin-producing cells forming lumen, technically appearing cribriform. Carcinomas: nuclei round and vesicular, tumor glands do not have a significant number of goblet cells, glands are often fused with secondary lumina and show an increasing complexity, invasion through the muscularis mucosae (arrow) into the submucosa so that the invasion front of the tumor can be seen in the submucosa and is frequently in close proximity to submucosal blood vessels, frequent presence of desmoplasia. Scale bars indicate 200µm in the 5x and 20µm in the 40x magnification images respectively. **(b)** Weight curve of Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice treated with AOM-DSS. Values are % of body weight at day 0 (time of AOM injection).

**Suppl. Figure 3**: Validation of the RNA-seq analysis of AOM-DSS induced colonic tumors.
**(a)** Alignment analysis of Tyk2 in tumors from Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice. The enhanced section shows the aligned reads in exon 3 of the Tyk2 gene. **(b)** qPCR analysis of Tyk2 expression in single tumors from Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice. Tyk2 was not detected in Tyk2^Δ/Δ^ tumors and only detected in a single Tyk2^ΔIEC^ tumor. (Tyk2^+/+^ and Tyk2^fl/fl^: n ≥ 4 tumors; Tyk2^Δ/Δ^ and Tyk2^ΔIEC^:n ≥ 21 tumors). **(c)** List of overlapping differentially expressed genes between Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. **(d, e)** Vulcano plots of differentially expressed genes in Tyk2^Δ/Δ^ **(d)** and Tyk2^ΔIEC^ **(e)** tumors showing the overlapping genes between the Tyk2^Δ/Δ^ and Tyk2^ΔIEC^ tumors. **(f, g)** Evaluation of RNA-seq results using qPCR analysis. Quantification of Tap1, Cxcl9 and Ifi44 gene expression in Tyk2^+/+^, Tyk2^Δ/Δ^ **(f)**, Tyk2^fl/fl^ and Tyk2^ΔIEC^ **(g)** mice (n≥ 5 single tumor RNAs per genotype). **(h)** qPCR analysis of Ido1 expression in Tyk2^ΔHem^ mice (n≥ 8 single tumor RNAs per genotype). Bars represent mean ± SEM. Statistical test: unpaired *t*-test. ND: not detected, *p < 0.05, **p < 0.01, ***p < 0.001.

**Suppl. Figure 4:** Immunohistological analysis of AOM-DSS induced colonic tumors
**(a-l)** IHC stainings and quantification of BrdU^+^ **(a, b)** cleaved caspase3^+^ **(c, d)**, Stat1^+^ **(e, f)**, pStat1^+^ **(g, h)**, Stat3^+^ **(i, j)** and pStat3^+^ **(k, l)**, tumor and stromal cells in AOM-DSS induced colonic tumors in Tyk2^Δ/Δ^ mice **(a, c, e, g, i, k)** and Tyk2^ΔIEC^ mice **(b, d, f, h, j, l)** compared to their respective littermate controls (n ≥ 9 tumors in n ≥3 animals per genotype). Positive tumor cells are indicated with arrowheads, positive stromal cells are indicated with arrows. Scale bars represent 50µm. Bars represent mean ± SEM. Statistical test: unpaired *t*-test. NS: not significant, *p < 0.05.

**Suppl. Figure 5:** Flow cytometric analysis of Analysis of AOM-DSS induced colonic tumors
**(a, b)** Stromalization of AOM-DSS induced colonic tumors in Tyk2^Δ/Δ^ **(b)** and Tyk2^ΔIEC^mice **(c)** compared to their respective littermate controls (n ≥ 17 tumors in n ≥3 animals per genotype). **(c, d)** Gating strategies of the flow cytometry analysis of AOM-DSS induced colonic tumors of Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice. Gating strategy for the analysis of NK cells, CD3^+^-, CD4^+^-, CD8^+^-T cells and PD1^+^ cells in Tyk2^+/+^, Tyk2^Δ/Δ^, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice **(c)**. Gating strategy for the analysis of CD4^+^FoxP3^+^-Treg cells in Tyk2^+/+^ and Tyk2^Δ/Δ^ mice **(d)**. **(e-p)** Quantification of living CD45^+^ **(e, j)** as well as NK1.1^+^ **(f, k)**, CD3^+^**(g, l)**, CD8^+^**(h, m)**, CD4^+^**(i, n)** and CD4^+^FoxP3^+^ cell infiltration relative to living CD45^+^ cells in Tyk2^+/+^; Tyk2^Δ/Δ^ **(e-i)**, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice **(j-n)**. **(o, p)** Quantification of CD8^+^- and CD4^+^-T cell exhaustion. Medium Fluorescence Intensity (MFI) of PD1-expressing CD8^+^ and CD4^+^-T cells in Tyk2^+/+^; Tyk2^Δ/Δ^ **(o)**, Tyk2^fl/fl^ and Tyk2^ΔIEC^ mice **(p)**. n ≥ 4 animals per genotype, tumors from each mouse were pooled. Data are presented as mean ± SEM. Statistical tests: unpaired *t*-test for Tyk2^Δ/Δ^ data, Mann-Whitney test for Tyk2^ΔIEC^ data. NS: not significant, *p < 0.05.

**Suppl. Figure 6:** Immune cell infiltration in AOM-DSS induced colonic tumors in Tyk2^ΔHem^ mice
**(a-e)**. Quantification of IHC stained CD3^+^- **(a)**, CD4^+^- **(b)**, CD8^+^- **(c)**, FoxP3^+^- **(d)** and GzmB^+^- **(e)** cells in Tyk2^ΔHem^ mice. Positive cells are indicated with arrowheads. n ≥ 20 tumors in n ≥ 4 animals per genotype. Scale bars indicate 50 μm. Data are presented as mean ± SEM. Statistical tests: unpaired *t*-test. NS: not significant, *p < 0.05, ***p<0,001.

# Supplementary material for: Tyk2 is a tumor suppressor in colorectal cancer
**Source:** Oncoimmunology. 2022 Sep 26;11(1):2127271. doi: 10.1080/2162402X.2022.2127271
**Supplement:** Supplemental Material

**Suppl. Table 1:** Downregulated genes in AOM/DSS induced colon tumors of Tyk2^Δ/Δ^ compared to Tyk2^+/+^ mice (downregulated > 2-fold; adjusted p-value < 0,05). log(FC): log2 fold change

**Suppl. Table 2:** Upregulated genes in AOM/DSS induced colon tumors of Tyk2^Δ/Δ^ compared to Tyk2^+/+^ mice (upregulated > 2-fold; adjusted p-value < 0,05). log(FC): log2 fold change

| **Gene** | **log(FC)** | **adjusted p-value** |
| --- | --- | --- |
| Defb3 | 5,25042 | 0,01835 |
| U90926 | 4,44929 | 0,00489 |
| Pkd1l1 | 2,62481 | 0,04806 |
| Gm35279 | 2,61487 | 0,03927 |
| Vnn1 | 2,48614 | 0,00084 |
| Eya1 | 2,27761 | 0,02715 |
| Cyp1b1 | 2,10557 | 0,02924 |
| Fam181b | 2,10026 | 0,02507 |
| Hoxb3 | 2,05929 | 0,00023 |
| Hoxb5 | 2,01063 | 0,00019 |
| Obscn | 1,95428 | 0,04918 |
| Hoxb7 | 1,63552 | 0,01317 |
| Aplnr | 1,62984 | 0,00000 |
| Dnah2 | 1,61590 | 0,02936 |
| Pde11a | 1,53795 | 0,00259 |
| Ces1c | 1,28316 | 0,00042 |
| Gkn3 | 1,27349 | 0,00539 |
| Adamtsl5 | 1,25266 | 0,00379 |
| Hoxb4 | 1,24217 | 0,00070 |
| Best1 | 1,12331 | 0,00684 |
| Abcc6 | 1,10004 | 0,00097 |
| Rec8 | 1,09482 | 0,00000 |
| Agmat | 1,05465 | 0,01560 |

**Suppl. Table 3:** Downregulated genes in AOM/DSS induced colon tumors of Tyk2^ΔIEC^ compared to Tyk2^fl/fl^ mice (downregulated > 2-fold; adjusted p-value < 0,05). log(FC): log2 fold change

**Suppl. Table 4:** Upregulated genes in AOM/DSS induced colon tumors of Tyk2^ΔIEC^ compared to Tyk2^fl/fl^ mice (upregulated > 2-fold; adjusted p-value < 0,05). log(FC): log2 fold change

How the deposited data were processed for this re-analysis (not part of the article)

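RNA of colorectal tumors induced with azoxymethane and dextran sulfate sodium was measured in 17 libraries: 3 from Tyk2+/+, 3 from Tyk2Δ/Δ, 7 from Tyk2 fl/fl and 4 from Tyk2 ΔIEC mice. The grouping follows the genotype in each sample's label. Per sample and per experiment the values are raw read counts for the same 55421 genes, and the 17 columns of the experiment tables were identical to the single-sample tables. By the paper's methods the authors made directional libraries from poly(A) RNA, sequenced single-end reads of 75 bp, aligned them with STAR 2.6.1a and let STAR count reads per gene. Gencode release 23 for mouse is named as annotation. The methods print the genome build as GRCh38, whereas the submitters' processing notes give GRCm38, and the gene identifiers are those of mouse. The values already include alignment and counting, and no normalization or filter.

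Median totals of counts on genes were 20988403 in Tyk2+/+, 21115229 in Tyk2Δ/Δ, 20172906.5 in Tyk2 ΔIEC and 34209015 in Tyk2 fl/fl libraries. Of the gene identifiers 54673 matched GENCODE release 21 for GRCm38 with their version and 55240 without it, and the 181 unmatched ones hold 0.002% of the counts. Positions and gene classes come from that release, which is not the one the authors used.

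In each experiment genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), scaled by TMM and tested with edgeR's quasi-likelihood F test in R 4.3.3, and p-values were adjusted by the method of Benjamini and Hochberg. A change counts from an adjusted p under 0.05 and over 2-fold, the thresholds by which the paper lists genes. Standard errors were derived from the fold change and the F statistic. The difference between both experiments was tested as a contrast of the 4 groups over all libraries. In all, 41 lists of genes in both comparisons made 82 list tests with camera of limma 3.58.1 (two-sided, preset correlation 0.01), adjusted together, with fry, camera with an estimated correlation and fgsea 1.28.0 (10000 permutations) beside it. The tests of fry ask whether the genes of a list move on balance in one direction and do not compare them with other genes. With fry the lists of type I interferon-stimulated and interferon γ-induced genes passed in both experiments (adjusted p = 0.0211 for both in Tyk2Δ/Δ, 0.0140 and 0.0211 in Tyk2 ΔIEC tumors). The lists were written by hand with the paper's supplementary tables in view, so where they overlap those tables they are not independent evidence. Principal components were taken from log2 CPM with a prior count of 2 for the 500 most variable genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

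Genes to be named were fixed by a rule before the data were examined. It takes each gene the paper names in its text, primers or labels of Figure 3, the genes with the largest non-overlapping changes in either direction and with the largest difference between experiments, up to 4 members of each list with the smallest adjusted p, and the sex-linked genes, which gave 320 genes. The fold changes of the paper's tables had been seen at that time. Comparisons, tests and most alternatives were also set before the data were examined. Alternatives were DESeq2 1.42.0 (the paper used 1.20.0), other scalings, no and a stricter low-count filter, limma voom, all libraries in 1 fit, the replicate number as a block, leaving out ribosomal, mitochondrial and immunoglobulin genes, no fold minimum, a test against 1.5-fold, Xist as covariate, other settings of the list tests and principal components, and leaving out each library. Thinned Tyk2 fl/fl libraries, Tyk2 fl/fl replicates 5 to 7 as the only controls, a smooth muscle covariate and leaving out pseudogenes were added after the data had been seen, when first fits and counts per library were known. For splits of the libraries 100 were drawn, and 40 for the difference between experiments.

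The steps were tested on simulated data at the observed depth and spread. In the germline design 75 of 100 genes with a 2-fold and 93 of 96 with a 4-fold change were called, and 20 of 188 calls were of unchanged genes, more than the nominal share of 0.05. In the epithelial design 69 of 99 and 90 of 98 were called, and 9 of 168 calls were of unchanged genes. A list shifted by 0.5 on the log2 scale was found with a median of 0.43 and 0.53, and 2 and 0 of 32 unshifted lists were called. The simulation was matched to depth and spread, not to the correlation between genes, on which the real list calls depend. The rate of false list calls in the real data therefore stays unknown.

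The supplementary tables of the paper were read from a copy in which the table of genes higher in Tyk2 ΔIEC tumors holds 188 genes. Quantitative PCR, proteomics, histology and flow cytometry have no values among the data used here, and reads per exon were not available. Values of some genes are not reported here.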

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

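The tests of library preparation and depth behind the pseudogenes, of the control libraries behind the interferon γ-induced genes, of T cell and NK cell markers, of Tyk2 fl/fl replicates 5 to 7 as controls and of a smooth muscle covariate were chosen after the data had been seen. The tests of gene length, of correlation with smooth muscle markers and of other splits of the libraries were chosen before their own results were seen.

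The change from control to Tyk2-deleted tumors differed between the experiments for 451 genes. The highest number in 40 splits was 154 apart from the real one, which argues against chance. The contrast includes the gap between Tyk2+/+ and Tyk2 fl/fl tumors. It therefore cannot separate an effect of the deletions from a difference between the controls. The differences between the changes, Tyk2Δ/Δ less Tyk2 ΔIEC, had medians on the log2 scale of -1.93 for type I interferon-stimulated, -2.71 for interferon γ-induced, -1.96 for MHC class I and -1.01 for IL12 and Th1 genes. Chance is argued against also for the 551 genes changed in Tyk2 ΔIEC tumors (highest other 6, of 100). For the 40 genes shared with opposite direction the splits decide nothing (1 of 100 as large, highest other 0), since the other splits called so few genes that they could share at most 2. Among 100 splits the real one alone (1) reached the medians of Tyk2 ΔIEC tumors for type I interferon-stimulated (highest other 0.53), interferon γ-induced (0.70) and MHC class I genes (0.53), whereas 43 reached that of the IL12 and Th1 list (highest other 0.45), for which chance cannot be excluded. In the germline experiment 10 splits are too few for a share under 0.05. There the real values were 210 changed genes and medians of -1.54, -1.86, -1.51 and -0.80, and the highest of the other splits were 2 genes and absolute medians of 0.69, 0.91, 0.73 and 0.46.

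Interferon γ-induced genes were higher in Tyk2 ΔIEC than in Tyk2 fl/fl tumors (median 0.78), but they were also higher in Tyk2+/+ than in Tyk2 fl/fl tumors, which both have Tyk2, by a median of 1.06 (23 of 42 higher, none lower in edgeR; camera adjusted p = 0.183 with an estimated correlation), where markers of CD8 T cells and NK cells had a median of 1.24 (2 of 12 higher, none lower; camera adjusted p = 0.183 with an estimated correlation), against -0.11 between Tyk2 ΔIEC and Tyk2 fl/fl tumors. Compared with Tyk2+/+ tumors the list was not higher in Tyk2 ΔIEC tumors (median -0.26). A rise of T cells and NK cells is argued against by 23 of their markers, whose median change in Tyk2 ΔIEC tumors was -0.16 (quartiles -0.47 and -0.08). It stays open whether loss of Tyk2 from the epithelium raised the interferon response or the Tyk2 fl/fl libraries have a low response for another reason, such as their colony or preparation, since Tyk2 fl/fl tumors are the only controls of the Tyk2 ΔIEC tumors. With Xist as covariate the median was 0.83, and against Tyk2 fl/fl replicates 5 to 7, which leaves out replicate 4 with the highest value of the controls as well as the libraries of high Xist, it was 0.94.

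Of the genes lower in Tyk2 ΔIEC tumors 180 are processed pseudogenes, a signal in genes the paper does not discuss. Pseudogenes called with the odd-numbered Tyk2 fl/fl libraries were also lower in Tyk2+/+ tumors than in the even-numbered Tyk2 fl/fl libraries (median -1.11, against -1.31 for Tyk2Δ/Δ and -1.54 for Tyk2 ΔIEC), which is consistent with a property of the Tyk2 fl/fl libraries that is not due to epithelial Tyk2. Thinning the Tyk2 fl/fl libraries to the depth of the Tyk2 ΔIEC libraries cannot decide whether depth caused the lower values. Random thinning keeps each gene's expected share of its library, so the median could hardly move. It was -1.63 before (quartiles -2.15 and -1.32) and -1.63 after (-2.12 and -1.31), with the same genes tested. Thinning shows only how far the calls depend on depth. With the same genes tested 157 of 180 pseudogenes were still called. Among other genes 42 of 371 calls ended and 51 were gained. With the filter renewed 63 of the pseudogenes were no longer tested and 61.7% (111 of 180) were called. Short genes in general stay open, with a median of -0.35 for 652 protein-coding genes of the same exon lengths, against -0.67 for all 681 processed pseudogenes tested. No biological explanation was tested.

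In Tyk2Δ/Δ tumors smooth muscle markers were lower (median -1.22, 10 of 14), which the paper's text does not mention. Of the 195 lower genes 117 stand outside the interferon and MHC lists. If less muscle wall in the samples were the cause, these genes should follow smooth muscle markers in other tumors. Across the 7 Tyk2 fl/fl libraries 22.4% of the 107 measured ones correlated above 0.5 with these markers, against 12.3% of all genes and 6.41% of the lower interferon and MHC genes, so that sampling of muscle wall and an effect of the deletion cannot be told apart for them. With the smooth muscle score as covariate, a test chosen later that leaves 3 residual degrees of freedom, edgeR called 0 genes in Tyk2Δ/Δ tumors (503 at an unadjusted p under 0.05; this model was fitted with edgeR alone). The score itself does not overlap between Tyk2Δ/Δ (2.96 to 3.59) and Tyk2+/+ libraries (4.04 to 4.73) and so takes up part of the genotype's effect, and the lists of type I interferon, interferon γ and MHC class I genes went from -1.54, -1.86 and -1.51 to -1.26, -1.18 and -0.98 and were still called by camera.

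Further lists changed in Tyk2Δ/Δ tumors at the preset correlation of camera, none of them with an estimated correlation. Median log2 fold changes were -1.80 for MHC class II, -0.61 for immune checkpoint genes and -0.82 for the kynurenine pathway. For Jak, Stat and Socs genes the median was -0.016 (mean -0.32, 3 of 15 lower and none higher). Medians were -0.16 for proliferation, -0.95 for enteroendocrine, -1.09 for T cell, -1.89 for CD8 T cell and NK cell, -0.64 for CD4 T cell and Treg, -0.36 for macrophage and monocyte, -0.69 for dendritic cell, -0.59 for neutrophil, -0.69 for mast cell, -0.42 for plasma cell, -0.27 for goblet cell and -0.70 for erythroid markers, -0.10 for immediate early genes, 0.21 for Wnt targets and stem cell markers, 0.32 for endothelial cell markers and 1.24 for the Hoxb cluster. In Tyk2 ΔIEC tumors they were -0.42 for T cell, -0.26 for macrophage and monocyte, -0.62 for Paneth cell and -0.63 for fibroblast markers, 1.63 for stratified squamous epithelium and 0.34 for circadian clock genes, the last of which held with an estimated correlation (adjusted p = 0.0145 from camera).

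Single libraries stood apart from their group in 14 of 138 checks by Dixon's criterion, which chance meets in about 1 of 20 groups. Tyk2 ΔIEC replicate 1 had 0.12% of its counts on immunoglobulin genes (others up to 0.02%), a smooth muscle score of 6.18 (3.28 to 3.56), 132 CPM of Cnn1 (4.21 to 6.73), 209.4 of Acta2 (68.2 to 83.8) and 49.4 of Per2 (33.3 to 35.6). Tyk2 ΔIEC replicate 4 had 33.3 CPM of Krt15 (57.3 to 59.3) and 53.6 of Il10rb (44.5 to 45.3). In Tyk2 fl/fl replicate 4 the B cell score was 0.83 (-1.50 to -0.67), with 1.77 CPM of Ms4a1, 0.987 of Pax5 and 1.36 of Cr2. Tyk2 fl/fl replicate 6 had 1.41 CPM of Pkd1l1 (0.114 to 0.406), and Tyk2 fl/fl replicate 3 had 4.77 of Krt4 (2.36 to 3.14) and 0.507 of Myo18b (0.141 to 0.29).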

How the results depend on the processing

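The fits with thinned libraries, with Tyk2 fl/fl replicates 5 to 7 as controls, with a smooth muscle covariate and without pseudogenes were chosen after seeing the data. No result reversed, and causes were not tested except where stated. Changed genes in Tyk2Δ/Δ tumors numbered 362 with no low-count filter, 453 with no fold minimum, 85 tested against 1.5-fold, 0 with the smooth muscle covariate (edgeR; 503 at an unadjusted p under 0.05; DESeq2 without the covariate 296), and 96 (without Tyk2Δ/Δ replicate 2) to 240 (without Tyk2+/+ replicate 2) with 1 library left out, with 107 without Tyk2+/+ replicate 3. In Tyk2 ΔIEC tumors they numbered 307 with the stricter filter, 224 with the replicate number as block, which uses fewer Tyk2 fl/fl libraries and does not pair the samples (correlations of -0.37 to 0.07 between equal numbers), 3515 with no fold minimum, 91 against 1.5-fold and 336 without pseudogenes, where fewer genes are tested. With 1 library left out they numbered 373 to 600. Genes that differed between experiments numbered 1374 with no fold minimum and 157 against 1.5-fold, and 270 (without Tyk2+/+ replicate 3) to 497, with 277 without Tyk2Δ/Δ replicate 2. Shared genes of opposite direction numbered 12 with the block, 109 with no fold minimum, 1 against 1.5-fold and 0 with the muscle covariate, and 27 to 45 with 1 library left out.

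With an estimated correlation camera no longer called the lists, whose medians do not depend on it: in Tyk2Δ/Δ tumors type I interferon (-1.54), interferon γ (-1.86), MHC class I (-1.51) and IL12 and Th1 (-0.80), and in Tyk2 ΔIEC tumors 0.57, 0.78 and 0.60 for the first 3. The IL12 and Th1 list was also no longer called with the muscle covariate (-0.44) and without genes of the paper's tables (-0.48, fewer members; adjusted p = 0.0681), where the medians of the first 3 were -0.52, -0.66 and -0.58 in Tyk2Δ/Δ and 0.55, 0.51 and 0.44 in Tyk2 ΔIEC tumors and were still called at the preset correlation. Across libraries left out, medians in Tyk2Δ/Δ tumors ran from -1.58 to -1.34, -2.04 to -1.62, -1.60 to -1.35 and -1.03 to -0.80, and in Tyk2 ΔIEC tumors from 0.52 to 0.65, 0.70 to 0.95, 0.48 to 0.68 and -0.11 to 0.04. The first component held 55.9% with 1000 and 46.2% with all genes in the germline experiment, 59.8% to 68.6% with 1 library left out, and 26.9% to 37.0% in the epithelial one. For named genes 4088 of 4495 values in Tyk2Δ/Δ and 5726 of 6183 in Tyk2 ΔIEC tumors kept direction and side of the threshold, 281 and 353 lost the call, 126 and 104 gained it and 0 reversed. With the block Tap1, H2-Q5, H2-Q7, H2-T10, Apol10b, Ido1, Nlrc5, Ciita and Psmb8 did not pass in Tyk2 ΔIEC tumors (adjusted p = 0.0676 to 0.131). Ifng, which has few counts in every library, and Ms4a1 and Cr2, whose counts are uneven between libraries, fall under the filter. Whether greater depth would change this was not tested.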

Differences from the paper's values

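Alternatives named here were set before the data were examined. The paper's supplementary table lists 23 genes higher in Tyk2Δ/Δ tumors, and 15 were found here at an adjusted p under 0.05 and over 2-fold. DESeq2 (30), upper-quartile scaling (16) and leaving out Tyk2Δ/Δ replicate 1 (22) came within 1.5 times the paper's number. The other alternatives did not: RLE size factors, no and a stricter low-count filter, limma voom, 1 fit over all libraries, the replicate block, leaving out ribosomal, mitochondrial and immunoglobulin genes, no fold minimum, the test against 1.5-fold, and leaving out any other library.

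The paper gives 1 gene lower in both deletions, Ccl7, and 2 were found here, Ccl7 and Rgs1, which the paper's own tables list as lower in both comparisons. With limma voom, the replicate block and without Tyk2+/+ replicate 3, Tyk2Δ/Δ replicate 1, Tyk2 ΔIEC replicate 2, 3 or 4, or Tyk2 fl/fl replicate 2, 4, 5, 6 or 7 the number was 1, Ccl7. With DESeq2, the other scalings, filters and gene sets, no fold minimum, the test against 1.5-fold and the other libraries left out it was not.

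The paper gives 1 gene higher in Tyk2Δ/Δ and lower in Tyk2 ΔIEC tumors, Pde11a, and 0 were found here with edgeR (7 at an unadjusted p under 0.05). Pde11a did not pass in Tyk2 ΔIEC tumors here. It passed in both with DESeq2 and without Tyk2 ΔIEC replicate 1 or Tyk2 fl/fl replicate 5, and the number was also 1 without Tyk2+/+ replicate 1 or Tyk2Δ/Δ replicate 1, for another gene. Under every other alternative the number differed from the paper's.

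The paper names Pkd1l1 as the gene higher in both deletions. In Tyk2Δ/Δ tumors it fell under the low-count filter here (1 to 3 against 9 to 17 counts), and with no filter it was higher in both, together with Gm42427, Odam and Ppbp. With the filter the shared gene was Gm42427.

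The paper reports negative enrichment of its antigen processing and presentation set for Tyk2Δ/Δ tumors and denies it for Tyk2 ΔIEC tumors. Its text does not say whether the set was positively enriched in Tyk2 ΔIEC tumors, so a difference from the paper is not certain. The list of MHC class I genes used here, which is another gene set, was higher there (median 0.60, 17 of 27 higher, none lower; camera adjusted p = 1.37e-07, and adjusted p = 0.345 with an estimated correlation).

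The paper describes Ms4a1 (CD20), Pax5 and Cr2 as lower in Tyk2Δ/Δ tumors. None of them was called here. Ms4a1 and Cr2 fell under the low-count filter and were called without it, and Pax5 (-4.78, adjusted p = 0.0834 from edgeR) was called with no filter, with DESeq2 and without Tyk2+/+ replicate 2.

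Of the genes in the paper's 4 tables that were tested here all had the paper's direction, 236 and 19 in Tyk2Δ/Δ and 176 and 166 in Tyk2 ΔIEC tumors.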

Other observations

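In Tyk2Δ/Δ tumors Klrd1, an NK and CD8 T cell receptor, changed by -1.89 (standard error 0.26, adjusted p = 0.0124 from edgeR), with an adjusted p of 0.0588 without Tyk2Δ/Δ replicate 2, and Cd3e, part of the T cell receptor, by -1.58 (standard error 0.27, adjusted p = 0.0265 from the same test), a call lost when Tyk2+/+ replicate 3 or any single Tyk2Δ/Δ library was left out (adjusted p = 0.0594 to 0.125). These 2 genes did not pass in Tyk2 ΔIEC tumors (-0.12 and -0.16), where 1 of 14 T cell markers was lower and none higher (1 when adjusted over the list alone), with a median of -0.42 (adjusted p = 0.0263 from camera, and adjusted p = 0.530 with an estimated correlation). Cxcl9, a chemokine that draws T cells and is induced by interferon γ, fell in Tyk2Δ/Δ tumors by 3.58 on the log2 scale and did not pass in Tyk2 ΔIEC tumors (1.07), where it passed without Tyk2 fl/fl replicate 4 (adjusted p = 0.0482). Hoxb5, a homeobox gene, was higher in Tyk2Δ/Δ tumors (2.00 (standard error 0.39, adjusted p = 0.0409 from edgeR)). The call was lost when Tyk2+/+ replicate 1 or any single Tyk2Δ/Δ library was left out (adjusted p = 0.0806 to 0.139). It was also lost in 1 fit over all 17 libraries (0.168) and with the replicate number as block (0.0639).

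In Tyk2 ΔIEC tumors the clock genes Per2, Tef and Per3 were higher, Per3 by 1.18. Per3 was also higher in Tyk2Δ/Δ tumors (0.73 (standard error 0.13, adjusted p = 0.0300 from edgeR)), a call lost with the replicate number as block (adjusted p = 0.0638) and without Tyk2+/+ replicate 1 or 3 or any single Tyk2Δ/Δ library (0.0510 to 0.115). Per2 (0.43) and Tef (0.37) did not pass in Tyk2Δ/Δ tumors, but both passed there with DESeq2 and with no low-count filter, and Per2 without Tyk2+/+ replicate 2 (adjusted p = 0.0447). The matrix gene Dcn was lower in Tyk2 ΔIEC tumors (-0.71) and so were 4 of 12 Paneth cell markers (6 when adjusted over the list alone), among them Defa17 (-1.32).

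The control groups differed from each other. Between Tyk2+/+ and Tyk2 fl/fl tumors 291 genes were changed (161 higher and 130 lower in Tyk2+/+, 91 of the lower ones processed pseudogenes), against 46 between Tyk2 ΔIEC and Tyk2+/+ tumors (19 higher and 27 lower). MHC class II genes had a median difference of 1.24 between Tyk2+/+ and Tyk2 fl/fl tumors, 8 of 13 higher and none lower. The paper does not report this comparison.

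Mitochondrial genes took 3.52% of the counts in Tyk2 fl/fl libraries on average and 2.19% in Tyk2 ΔIEC, 2.31% in Tyk2Δ/Δ and 2.29% in Tyk2+/+ libraries. Y-linked Ddx3y had 859 to 3182 counts in the Tyk2+/+, Tyk2Δ/Δ and Tyk2 ΔIEC libraries and in Tyk2 fl/fl replicates 5 to 7. Tyk2 fl/fl replicate 4 had 106 counts of Xist and 0 of the Y-linked genes measured, so that neither was present at the level of the other libraries.

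Gm42031, a gene model, had 1 to 2 counts in Tyk2+/+ and 191 to 463 in Tyk2Δ/Δ libraries. Its fitted log2 fold change of 7.81 rests on the few Tyk2+/+ counts. Counts of Gm42031 were 114 to 1210 in Tyk2 fl/fl libraries, which also have Tyk2, and 403 to 516 in Tyk2 ΔIEC libraries. Since the Tyk2+/+ libraries alone nearly lack it, its change cannot be assigned to loss of Tyk2. Around Tyk2, within 5 Mb on either side, 1 of 77 tested genes was changed in Tyk2Δ/Δ tumors, Cnn1, a call lost without Tyk2+/+ replicate 1 or 3 or Tyk2Δ/Δ replicate 1 or 2 (adjusted p = 0.0511 to 0.115) and in 1 fit over all 17 libraries (0.394).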
